# Inhibition of Retinoic Acid Receptor Gamma Improves Bovine Embryo Development

**DOI:** 10.3390/vetsci12100924

**Published:** 2025-09-24

**Authors:** Xiangyan Wang, Wenjing Wan, Yue Su, Shengcan Xie, Fenfen Jiang, Zhen Yang, Shuangyi Xiehe, Wei Ma, Linxiu Yue, Ningxiao Li, Ahui Wang, Jintong Guo, Xiaoting Li, Xinfeng Liu, Young Tang

**Keywords:** RARγ, bovine embryo, metabolic reprogramming

## Abstract

Retinoic acid receptor gamma (RARγ) plays a critical but poorly understood role in early embryo development and stem cell pluripotency. Here, we investigated the effects of the RARγ-specific inhibitor LY2955303 (LY) on in vitro-produced bovine embryos. Treatment with LY significantly increased blastocyst rates and quality, demonstrating its potential to enhance IVF outcomes in cattle. Single-embryo RNA sequencing using Smart-seq indicated that LY promotes metabolic reprogramming (upregulating glycolysis and TCA cycle activity) while suppressing apoptosis and inflammatory responses. LY treatment starting from the 16-cell stage led to enhanced glycolysis in blastocysts compared with exposure from the 2-cell stage. Furthermore, LY treatment also upregulated oxidative phosphorylation in bovine embryonic stem cells (ESCs). These findings establish RARγ as an important regulator of bovine embryo development, with its inhibition offering a novel strategy to optimize IVF embryo culture systems for livestock production.

## Simple Summary

Retinoic acid receptor gamma is important in early embryo development, but its exact role is unclear. Improving embryo quality during in vitro fertilization could benefit livestock breeding. We studied how the retinoic acid receptor gamma-specific inhibitor LY2955303 affects in vitro-fertilized cow embryos. LY increased the embryo blastocyst rate compared with the control. RNA-seq revealed that LY enhanced energy production while reducing cell death and inflammation. Starting LY at the 16-cell stage improved glycolysis more than earlier treatment. It also boosted energy metabolism in bovine embryonic stem cells. This study could lead to better livestock breeding methods, improving food production and farming efficiency.

## 1. Introduction

Retinoic acid (RA), a vitamin A metabolite, is essential for cell–cell signaling during vertebrate organogenesis [1] and governs embryonic patterning and differentiation [2,3]. It primarily acts through two families of nuclear receptors: retinoic acid receptors (RARs) and retinoid X receptors (RXRs). RAR consists of α, β, and γ subtypes (encoded by RARA/B/G, respectively), all of which can be activated by various forms of RA, unlike RXRs, which are activated exclusively by 9-cis RA [4,5]. In mice, RARγ is essential for zygotic genome activation (ZGA). Blocking RARγ with small chemical inhibitor LY2955303 (LY) arrested mouse embryo development at the two- to four-cell stages [6] and caused embryonic growth retardation [7], while it boosted the emergence of two-cell-like-cells from embryonic stem cells (ESCs) [6,8]. Additionally, RARγ inhibition suppresses the differentiation of esophageal epithelium and neuronal progenitors from human pluripotent stem cells (PSCs) [9,10]. However, species-specific differences exist: human preimplantation embryos lack RARγ expression during ZGA [11], indicating the complicated and context-dependent regulatory roles of RARs during evolution. Also, whether RAR activity plays a role in bovine embryogenesis is still uninvestigated.

Bovine in vitro fertilization (IVF) is pivotal and a transformative tool for livestock breeding. However, oocytes from slaughterhouse ovaries (SHOs) exhibit lower developmental competence than those from live donors from ovum pick-up (OPU) [12]. Today, more than 80% of bovine embryos are produced through IVF, with the actual number being over 2 million in 2022 [13]. The ability to produce embryos in vitro has several advantages, including the rapid genetic improvement of livestock herds, increased reproductive efficiency, and enhanced production of livestock with superior traits such as higher milk yield, disease resistance, and faster growth rates. It is therefore critical to further improve the success rates of early bovine IVF embryo development.

This study aimed to investigate the effect of the RARγ-specific inhibitor LY on bovine IVF embryos and the pluripotent PSCs derived from early bovine embryos–bovine embryonic stem cells (bESCs), to better understand the role of RARγ in bovine pluripotency and early embryo development. We investigated the effect of LY on the development of bovine embryos using SHO-derived oocytes. Contrary to the findings in mice, we found that the RARγ inhibitor improves bovine blastocyst rates and modulate the metabolism in bESCs.

## 2. Materials and Methods

### 2.1. Oocyte Collection and In Vitro Maturation (IVM)

The bovine ovaries, collected from a local slaughterhouse, were transported to the laboratory within 2–4 h in physiological saline containing penicillin/streptomycin at 37.0 °C. Upon arrival, the ovaries were promptly rinsed with 75% ethanol to minimize contamination risk, followed by thorough washing with physiological saline supplemented with 100 IU/mL penicillin/streptomycin to remove residual tissues. Ovarian follicles were incised with a sterile surgical blade to release cumulus–oocyte complexes (COCs), which were then collected under a microscope, selecting only those that were surrounded by at least three layers of compact cumulus cells. The selected COCs, exhibiting homogeneous cytoplasm and ≥3 cumulus cell layers, were randomly allocated into four groups and transferred to 4-well culture dishes containing 500 μL of maturation medium. Oocyte maturation was conducted for 22.5 h in a humidified incubator at 38.5 °C with 5% CO_2_. The maturation medium consisted of IVM (IVF Bioscience, 71001, Falmouth, UK) base supplemented with 20 ng/mL leukemia inhibitory factor (LIF; R&D Systems, 7734LF025, Minneapolis, MN, USA), 40 ng/mL fibroblast growth factor 2 (FGF2; Sigma, SRP4037, St. Louis, MO, USA), and 20 ng/mL insulin-like growth factor 1 (IGF1; R&D Systems, 291-G1, Minneapolis, MN, USA).

### 2.2. In Vitro Fertilization (IVF)

After maturation, oocytes were washed 2–3 times with IVF medium and transferred to 4-well dishes containing 400 μL of IVF (IVF Bioscience, 71004, Falmouth, UK) medium. Frozen bovine semen was thawed in a 38.0 °C water bath for 30 s, adjusted to a final concentration of 1 × 10^6^ sperm/mL, and introduced into the fertilization wells. Following 20 h of co-incubation, cumulus cells were removed by 1% hyaluronidase treatment (Sigma, H4272, St. Louis, MO, USA), and presumptive zygotes were transferred to IVC medium (IVF Bioscience, 71005, Falmouth, UK). On the following day, cleaved embryos were equally distributed into different experimental groups with the following IVC treatments: (1) DMSO control: IVC + 20 ng/mL LIF + 40 ng/mL FGF2 + 20 ng/mL IGF1 + 1:5000 DMSO; (2) LY 10 μM group: IVC + 20 ng/mL LIF + 40 ng/mL FGF2 + 20 ng/mL IGF1 + 10 μM LY2955303 (MCE, HY-107765, Montville, NJ, USA) (50 mM stock solution diluted 1:5000 in DMSO, matching the solvent concentration of the control); or (3) BMS-195614 10 μM group: IVC + 20 ng/mL LIF + 40 ng/mL FGF2 + 20 ng/mL IGF1 + 10 μM BMS-195614 (MCE, HY-101259, Montville, NJ, USA). Embryo development was assessed every 48 h until day 8.

### 2.3. Single-Embryo SMART-Seq

Transcriptome libraries from individual blastocysts were prepared using the SMART-Seq^®^ mRNA HT LP kit (Takara, 634794, Kyoto, Japan). Each blastocyst was lysed in 12.5 μL CDS Sorting Solution containing 10× Lysis Buffer, RNase Inhibitor, and 3′ SMART-Seq CDS Primer II A. cDNA synthesis was performed in a one-step reaction using SMART Scribe Reverse Transcriptase and SeqAmp DNA Polymerase (42 °C for 90 min, followed by 17–20 PCR cycles optimized for blastocyst samples). Amplified cDNA was purified using NucleoMag NGS Clean-up beads (Takara, 744970.5, Kyoto, Japan). Purified cDNA was enzymatically fragmented and ligated with stem-loop adapters. Indexed libraries were prepared using 12–16 PCR cycles with unique dual indexes (UDIs). Library quality was verified by TapeStation analysis (Agilent, G2992AA, Santa Clara, CA, USA) and quantified using Qubit dsDNA HS Assay (Thermo Fisher Scientific, Q33238, Waltham, MA, USA). Pooled libraries were sequenced on an Illumina NovaSeq 6000 (v1.5 chemistry) (2 × 150 bp). Raw reads were processed using FastQC for quality control, aligned to the reference genome using STAR, and quantified using feature Counts. Differential expression analysis was performed using DESeq2.

Raw data (raw sequencing reads) in a FASTQ format were initially processed using the fastp software (v0.23.2). Reference genome and gene model annotation files were obtained directly from genome databases. The reference genome index was constructed using HISAT2 v2.0.5, and paired-end clean reads were aligned to the reference genome using the same tool. Feature Counts v1.5.0-p3 was used to quantify reads mapped to each gene, and FPKM (Fragments Per Kilobase of transcript per Million mapped reads) was calculated based on gene length and mapped read counts. Subsequent RNA-seq data analysis was performed on the NovoMagic platform (https://magic-plus.novogene.com, accessed on 8 November 2024). Differential expression analysis between two conditions (with two to three biological replicates per group) was conducted using the DESeq2 R package (v1.20.0), with additional validation being performed using the edgeR R package (v3.22.5). Gene Ontology (GO) enrichment analysis and KEGG pathway analysis of differentially expressed genes (DEGs) were performed using the cluster Profiler R package (version 3.5.0), which corrects for gene length bias.

### 2.4. bESC Culture

The bovine embryonic stem cell (bESC) lines were derived from previous studies [14] and cultured according to established protocols. Briefly, bESCs were maintained on mitotically inactivated mouse embryonic fibroblast (MEF) feeder layers in TIFX culture medium. The TiFX medium comprised mTeSR-plus media (mTeSR Plus (STEMCELL, 100-0276, Cambridge, MA, USA), 1× penicillin–streptomycin (Gibco, 15140122, Glendale, CA, USA), 0.8 μM PD184352 (MEK1/2i; Selleck Chemicals, S1020, Houston, TX, USA), 2.5 μM IWR-1 (Selleck Chemicals, S7086, Houston, TX, USA), 3.3 μM EPZ004777 (DOT1Li; Selleck Chemicals, S7565, Houston, TX, USA), 2 μM SU5402, (Selleck Chemicals, S7667, Houston, TX, USA), 3 μM CHIR99021 (GSK3i; Selleck Chemicals, S2924, Houston, TX, USA), 10 μM Forskolin (Selleck Chemicals, S2449, Houston, TX, USA), and 1000 U/mL human LIF (R&D Systems, 7734LF025, Minneapolis, MN, USA). The cells were cultured at 37 °C in a humidified atmosphere containing 5% CO_2_. Upon reaching confluence, bESCs were passaged using TrypLE (Gibco, 12604021, Glendale, CA, USA) and replated onto fresh feeder layers.

### 2.5. Cell Metabolism Analysis

Cellular glycolytic rates were measured using the Agilent Seahorse XFp Glycolytic Rate Assay Kit (Agilent Technologies, 103346-100, Santa Clara, CA, USA). Cells were seeded in XFp Cell Culture Miniplates at optimized densities and equilibrated in XF DMEM medium (pH 7.4) supplemented with 10 mM glucose, 2 mM glutamine, and 1 mM pyruvate for 1 h in a non-CO_2_ incubator (37 °C). The sensor cartridge was hydrated overnight in XF Calibrant. The assay measured the extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) in real time. Rotenone/Antimycin A (Rot/AA, 0.5 μM) was injected to inhibit mitochondrial respiration, followed by 2-deoxy-D-glucose (2-DG, 50 mM) to block glycolysis. Data were analyzed using the Seahorse Glycolytic Rate Assay Report Generator and calculating glycolytic proton efflux rate (glycoPER) by subtracting mitochondrial acidification from total proton efflux.

### 2.6. Statistical Analysis

All experiments were repeated three times, and SPSS version 17.0 was used for data analyses. Differences between the groups were analyzed with a *t* test. Values are expressed as the mean ± SEM, and a value of *p* < 0.05 was used to indicate statistical significance.

## 3. Results

### 3.1. LY2955303 Enhances Bovine IVF Embryo Development

The RARγ-specific inhibitor LY2955303 (LY) was reported to block ZGA development in mice, leading to development arrest at the two- to four-cell stages [6]. Unlike mice, bovine embryo minor and major ZGA happen at the four- and eight-cell stage, respectively. Through reanalyzing the previously reported RNAseq data [13], we determined that both RARA and RARG are expressed in oocytes and early embryos, with an obvious increase in RARG expression at the eight-cell stage (Figure 1a), indicating a stimulation of its activity during and after major ZGA. We therefore asked whether RARγ inhibition in bovine would cause an arrest of embryo development. Cumulous–oocyte complexes (COCs) were harvested from bovine ovaries collected from local slaughterhouse, and the oocytes matured. Standard in vitro fertilization (IVF) procedure was performed to these SHO-retrieved oocytes. Fertilized oocytes were collected, with an average cleavage rate of 74.2% at 48 h post IVF (Table S1), which is comparable to the previously reported cleavage rate for SHO-derived oocytes [13].

The cleaved oocytes (two-cell stage) were then randomly distributed into two groups, each cultured in a commercial in vitro culture (IVC) medium, with the addition of 10 μM LY as treatment and DMSO as the vehicle control. Blastocyst formation was evaluated 8 days after IVF. Interestingly, unlike what was found in mice, LY treatment (10 μM) did not arrest bovine embryo development but increased the blastocyst rate from 10.3% (DMSO) to 38.7% (Figure 1b,c, Table 1). However, inhibition of all RARs by using 10 μM BMS-195614 (a pan-antagonist of RAR*α*, *β*, and γ) did not have a significant impact on blastocyst formation (Figure S1A,B), indicating different regulatory effects by RAR*α*, *β* subtypes, on embryo development than by RARγ.

### 3.2. LY2955303 Treatment Alters mRNA Expression Profiles in Bovine Blastocysts

To understand the potential mechanism through which LY improves bovine IVF embryo development, single-embryo SMART-seq was conducted for bovine IVF blastocysts under LY10 or DMSO conditions. 

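Day 8 blastocysts cultured from the 2-cell stage with 10 μM LY2955303, the RARγ inhibitor (LY10), and blastocysts cultured with its DMSO vehicle were sequenced 1 embryo per library, with 3 libraries per group. SMART-seq copies the polyadenylated RNA of a whole blastocyst into cDNA and amplifies it by PCR before sequencing. The authors aligned the reads, counted them on genes and deposited a table of fragments scaled to gene length and library size (FPKM), which is named as normalized counts. The table lists 38959 genes with their lengths, 2675 of them gene models without a name, beside the fold changes and p-values from the authors' DESeq2 comparison. Its gene start and end positions are those of the RefSeq annotation of ARS-UCD2.0 for 35799 of the 36219 genes with an NCBI Gene ID in that annotation (98.8%). FPKM multiplied by gene length gave a whole number of reads for 100% of the values, within a tolerance of 0.02 reads, once the step of each library was found. Each blastocyst had between 7905768 and 15137567 reads on genes, with a median of 10571309 in the DMSO group and 8290129 in the LY10 group. The library size that the authors' FPKM implies was between 0.95 and 1.07 times these totals. Reads were divided by that library size and multiplied by the geometric mean library size of the table, and the result is called a normalized count here. Genes with a mean normalized count of at least 10 were tested with limma on log2(normalized count + 1), with a variance trend and no covariate. The sample labels give batch 1 for every library, so no batch could be compared. Pathways were examined through gene lists written from general knowledge, without KEGG or GO annotation. Each list is given by its median log2 fold change and by limma's camera test against all other tested genes, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the lists of the comparison.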

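Principal components were computed over the 14249 tested genes, centred and not scaled. PC1 held 50.7% of the variance and PC2 19.1%. On PC1 the LY10 blastocysts lay at 89.8, 53.2 and 52.4, and the DMSO blastocysts at -86.0, -139 and 29.9. The DMSO blastocyst at 29.9, replicate 3, lay nearer to the LY10 blastocysts on this axis than to the other DMSO blastocysts. On PC2 it lay apart from all others, at -106, while the LY10 blastocysts lay at 3.31, 58.0 and 25.5 and the other DMSO blastocysts at 19.8 and -1.06. Across genes, its Spearman correlation with the LY10 blastocysts was between 0.903 and 0.927, against 0.883 with DMSO replicate 1 and 0.844 with DMSO replicate 2. DMSO replicates 1 and 2 had a correlation of 0.918 with each other. Genes are not independent replicates, so no p is given for these correlations. The share of PC1 moved most when DMSO replicate 3 was left out, to 62.0%, and was 40.9% without DMSO replicate 2.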

Principal component analysis (PCA) grouped LY-treated bovine embryos separately from the DMSO control embryos (Figure 2a). A heatmap of the differentially expressed genes (DEGs) also clustered LY-treated embryos together (Figure 2b). 

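The 6 blastocysts were clustered by complete linkage on the z-scores of the 2097 genes past the paper's threshold in the fit described above, and they split into the 3 LY10 and the 3 DMSO blastocysts. These genes were chosen for their difference between the groups, so this split does not test the grouping. When all tested genes were used instead, without scaling, DMSO replicate 3 fell into the cluster of the LY10 blastocysts. Its mean z-score was -0.38 over the genes higher in LY10 and 0.348 over the genes lower in LY10. For DMSO replicate 1 these means were -0.789 and 0.82, and for DMSO replicate 2 they were -1.16 and 1.10.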

Volcano plot analysis revealed that compared to the DMSO control group, the 10 μM LY treatment group exhibited 1224 significantly upregulated genes and 1776 significantly downregulated genes (Figure 2c). 

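At the paper's threshold, an unadjusted p under 0.05 and an absolute log2 fold change above 1, 884 genes were higher and 1213 lower in LY10 than in DMSO blastocysts. Genes that were lower made up 57.8% of these under the authors' scaling and 45.0% under quantile normalization. The count of higher genes moved most when DMSO replicate 3 was left out, to 1348. There were 607 lower genes when a mean normalized count of at least 50 was required and 2123 with no filter, 661 without DMSO replicate 2 and 2101 without DMSO replicate 3. An unadjusted p under 0.05 was reached by 3267 genes (22.9%). After Benjamini-Hochberg adjustment 2 genes remained under 0.05 by limma, and 0 by voom weights on the recovered reads, where 2865 genes had an unadjusted p under 0.05. With sample weights 1551 remained, and in the authors' deposited DESeq2 comparison 1494 genes have an adjusted p under 0.05. At the paper's threshold that deposited comparison has 939 higher and 2159 lower genes, where the paper's text gives 1224 and 1776. The count of 2 became 1 without LY10 replicate 1, 3 without LY10 replicate 3, 4 without DMSO replicate 1, 0 without DMSO replicate 2 (2159 genes at an unadjusted p under 0.05) and 1963 without DMSO replicate 3. The replicates of the groups did not overlap for 1757 of the genes past the threshold. They did not overlap for 4010 (28.1%) of all tested genes, where chance gives 10%.

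The genes with an adjusted p under 0.05 were DUXA and LOC538435, and both were lower in LY10. DUXA, on chromosome 18 from 64398298 to 64403851, had 1501 reads over the DMSO group and 0 reads over the LY10 group, which is at least 468-fold lower against a limit of 3 reads over the group. Its normalized count was 501 ± 273 (SD, n = 3 blastocysts) in DMSO, with an adjusted p = 0.00751 from limma. LOC538435, on chromosome 7 from 15961147 to 15964406, is annotated as similar to HNRNPA2B1, and sharing of reads between the copies was not examined. Its normalized count was 49.0 ± 35.4 (SD, n = 3) in LY10 and 2769 ± 1569 (SD, n = 3) in DMSO, a log2 fold change of -5.79 (standard error 0.60, adjusted p = 0.0422 from limma). TAGLN, on chromosome 15 from 27889685 to 27894949, had 3 reads over the LY10 group and 410 over the DMSO group, a ratio of 128 with a 95% counting interval of 43.4 to 622. This interval and the limit for DUXA cover counting error only. The higher genes with the smallest p were PGD, NID1 and MRPL2. The normalized count of PGD, on chromosome 16 from 43158594 to 43173317, was 4539 ± 1416 (SD, n = 3) in LY10 and 1084 ± 158 (SD, n = 3) in DMSO, a log2 fold change of 2.03 (standard error 0.27, adjusted p = 0.0711 from limma). NID1, on chromosome 28 from 8687270 to 8784202, rose from 76.0 ± 34.1 in DMSO to 495 ± 103 in LY10, and MRPL2, on chromosome 23 from 16683878 to 16688839, from 332 ± 66.0 to 1160 ± 217 (SD). In each of these 6 genes every LY10 blastocyst lay on the same side of every DMSO blastocyst, and the sign of the log2 fold change was the same in all 18 alternative settings.

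Of the genes that Figure 2c labels, FDFT1 had a log2 fold change of 1.81, CDC20 of 1.97 and PDGFRA of 3.74, with adjusted p between 0.0783 and 0.0919 from limma. USP9Y, a gene on the Y chromosome, was read in LY10 replicate 1 (774.5 normalized counts) and in DMSO replicate 3 (734.1 normalized counts) alone. Its log2 fold change was 0.03 with a standard error of 3.15, and its sign changed with voom weights and without LY10 replicate 1, DMSO replicate 1 or DMSO replicate 2.

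**Figure D1:**
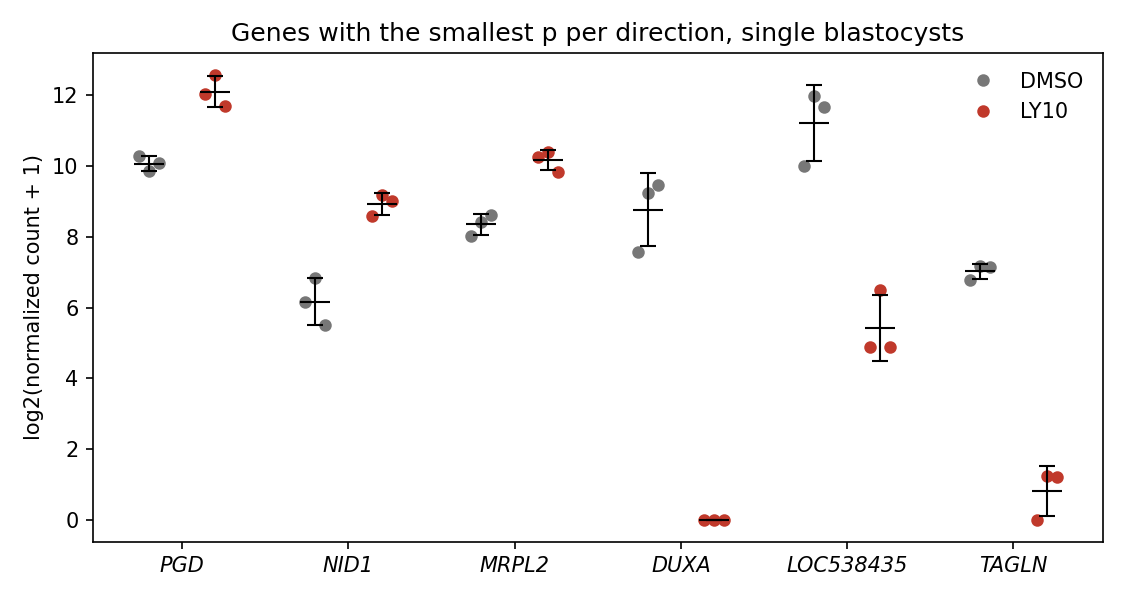
Log2(normalized count + 1) of PGD, NID1, MRPL2, DUXA, LOC538435 and TAGLN in single blastocysts, with 3 points for DMSO and 3 for LY10 per gene, a line at the mean and bars for the SD. DUXA lies at 0 in every LY10 blastocyst and between 191 and 703 normalized counts in the DMSO blastocysts.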

Gene Ontology (GO) enrichment analysis demonstrated that these DEGs were primarily enriched in biological processes (BPs) that are relevant to protein synthesis, such as tRNA aminoacetylation and amino acid activation, and in cellular components (CCs) that are relevant for mitochondria function (Figure 2d). Accordingly, Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of the upregulated DEGs further revealed that the LY-treated embryos are enriched with metabolic signaling events such as “Glycolysis/Gluconeogenesis”, “Citrate cycle (TCA cycle)”, “Pyruvate metabolism”, “Cell cycle”, etc. 

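The glycolysis list held 17 genes, of which 16 were tested, and its median log2 fold change between LY10 and DMSO was 0.79 (adjusted p = 0.0129 from camera). Of these genes 11 were higher and 5 lower, from -1.05 for TPI1 to 1.89 for HK1, and 7 passed the paper's threshold. The TCA cycle list of 21 genes had a median of 0.55 (adjusted p = 2.15e-05 from camera), with 20 genes higher and 1 lower and OGDH lowest at -1.06. In the cell cycle list 24 genes were tested, 21 of them higher and 3 lower, with a median of 0.53 (adjusted p = 0.000186 from camera). Its extremes were PTTG1 at -0.52 and PLK1 at 3.12. No gene of these lists had an adjusted p under 0.05 over all tested genes (0 by limma). When adjusted over the list alone, the count was 7 for glycolysis, 10 for the TCA cycle and 8 for the cell cycle. The glycolysis median was lowest without LY10 replicate 2 at 0.65 and the largest p of that list with a library left out was 0.0361, without DMSO replicate 1. Limma's fry uses the correlation in the data and asks another question than camera. It tests whether the genes of a list change together in 1 direction, without comparing them with other genes. Its adjusted p was 0.0875 for glycolysis, 0.0546 for the TCA cycle and 0.0740 for the cell cycle. A call is said here to hold under fry when its adjusted p from fry is under 0.05, and these did not.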

(Figure 2e, Table S2), indicating metabolic reprogramming of the embryonic cells to provide the necessary energy and biosynthetic precursors for rapid blastocyst formation. The enrichment of “Valine, leucine, and isoleucine degradation” and “propanoate metabolism” further supports enhanced amino acid catabolism, which may fuel the TCA cycle and support embryo growth. Also, terms like “Aminoacyl-tRNA biosynthesis”, “Biosynthesis of amino acids”, “Pyrimidine metabolism”, and “Nucleotide sugar biosynthesis”, etc., indicate enhanced protein and nucleic acid synthesis, which are crucial for rapid embryonic growth.

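A list of 24 genes of branched-chain amino acid degradation had 23 tested members. The median log2 fold change of these was 0.59 (adjusted p = 2.15e-05 from camera), and 21 were higher and 2 lower in LY10. The members ranged from ACAD8 at -0.99 to IVD at 1.59, and 6 passed the paper's threshold. Adjusted over the list alone, 9 genes had a p under 0.05, against 0 over all tested genes by limma. The call held under fry with an adjusted p of 0.0285. With 1 blastocyst left out at a time, the median stayed between 0.52 and 0.75. Propanoate metabolism was not analysed here. From the metabolic pathways enriched among the upregulated genes, the paper reasons that the metabolism of the embryonic cells is reprogrammed to supply energy and precursors, and it proposes that amino acid breakdown feeds the TCA cycle.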

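All 37 genes of a list of cytosolic and mitochondrial aminoacyl-tRNA synthetases were tested. In LY10 blastocysts 34 of them were higher and 3 lower, with a median log2 fold change of 0.93 (adjusted p = 1.05e-10 from camera). LARS2 was lowest at -0.86 and CARS1 highest at 2.17. The paper's threshold was passed by 17 of the genes. No gene passed adjustment over all tested genes (0 by limma), and 19 passed when adjusted over the list alone. The adjusted p under fry was also 0.0285. The median was between 0.70 and 1.06 with each blastocyst left out, and between 0.82 and 1.01 under the other settings.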

As for the downregulated DEGs, KEGG analysis of the LY-treated bovine embryos showed enrichment of terms associated with inflammatory and immune responses (Figure 2f, Table S3), including “Viral protein interaction with cytokine and cytokine receptor”, “Cytokine-cytokine receptor interaction”, and “Influenza A”. Also, LY-treated embryos showed decreases in stress and apoptosis pathways, such as “Apoptosis-multiple species”, “p53 signaling pathway”, and “TGF-beta signaling pathway”. Furthermore, the heatmap reveals that HOX family genes, direct targets of RAR stimulation for early embryo differentiation and patterning [15], were downregulated significantly after LY treatment (Figure S1C). 

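A list of 28 inflammatory genes had 17 above the minimum mean, including cytokines, chemokines, their receptors and PTGS2, which encodes an enzyme. Together they had a median log2 fold change of -1.91 (adjusted p = 2.15e-05 from camera), with 15 genes lower and 2 higher in LY10. IL2RG was lowest at -4.04 and PTGS2 highest at 0.16, and 9 genes passed the paper's threshold. Adjusted over the list alone, 6 genes had a p under 0.05, and 0 over all tested genes by limma. Under fry the list's adjusted p was the same 0.0285 as for the amino acid lists. The median moved most on log2(FPKM + 1), to -0.98, and was -1.26 without LY10 replicate 1. The genes that Table S3 lists for each pathway were also read. Of the 13 genes under "Viral protein interaction with cytokine and cytokine receptor" 9 were tested, and all 9 were lower and past the paper's threshold. Of those under "Cytokine-cytokine receptor interaction" 20 were tested, all lower and 17 past the threshold. Of those under "Influenza A" 18 were tested, all lower and 12 past the threshold. The authors chose these genes from the same blastocysts for being lower, so these counts are not independent evidence. The paper's adjusted p for the 3 pathways in Table S3 are 0.0969, 0.175 and 0.231, and 0.0969 is the smallest of the 312 pathways listed there.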

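A list of 28 genes that p53 induces had 25 tested members, with a median log2 fold change of -0.58 in LY10 (adjusted p = 0.0270 from camera). Of these 18 were lower and 7 higher, from CDKN1A at -2.01 to SFN at 1.3, and 8 passed the paper's threshold. Adjusted over the list alone, 2 genes had a p under 0.05, and 0 over all tested genes by limma. The call did not hold under fry (adjusted p = 0.0875). It also did not hold without LY10 replicate 2 (0.0598), LY10 replicate 3 (0.111) or DMSO replicate 3 (0.242), where the camera p is given in brackets. Among the genes that Table S3 lists, 6 of "Apoptosis - multiple species" were tested, 5 of them past the paper's threshold, and 11 of "p53 signaling pathway", 10 of them past it. For "TGF-beta signaling pathway" 11 were tested, with 9 past it. All of these tested genes were lower, as they had been chosen to be. The paper's adjusted p in Table S3 is 0.363 for the apoptosis pathway and 0.392 for the other 2.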

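Of the HOX genes in the table, 11 had a mean normalized count of at least 10. The list had a median log2 fold change in LY10 of -1.01 (adjusted p = 0.0270 from camera), with 8 genes lower and 3 higher. HOXC4 was highest at 0.55. HOXC13, on chromosome 5 from 26085810 to 26093573, was lowest at -4.19 (standard error 0.90, adjusted p = 0.0783 from limma), with 2.26 ± 2.08 normalized counts (SD, n = 3) in LY10 and 50.3 ± 18.6 (SD, n = 3) in DMSO. HOXD8 fell by 1.01 on the log2 scale, to 36.2 ± 4.18 from 77.3 ± 26.4 normalized counts (SD). HOXD9 at -1.21 and HOXD13 at -2.67 overlapped between the groups, and so did FGFR3 at -0.69. FGFR4 was higher in every LY10 blastocyst, at 1.81. HOXC13 and HOXD8 passed the paper's threshold, and HOXD8 no longer did so in 13 of 18 alternative settings. When the list alone was adjusted, 1 HOX gene had a p under 0.05, and 0 over all tested genes by limma. The list's adjusted p was 0.0875 under fry and 0.157 after quantile normalization. It was 0.0595 without LY10 replicate 2 and 0.0768 without LY10 replicate 3, and the median was -0.51 without DMSO replicate 2.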

Taking together, these results indicate that LY treatment improves the development potential of early bovine blastocysts, likely through improved energy metabolism and cell proliferation, as well as the suppression of inflammation, cell stress, and premature differentiation in early bovine embryos.

### 3.3. LY Promotes Post-ZGA Bovine Embryo Energy Metabolism

The RARG expression increases starting at ZGA in bovine embryos (Figure 1a, Table S4), indicating a potential regulatory role for morula and blastocyst stage development. We therefore asked if inhibiting RARγ activity by LY at the morula stage would affect the bovine embryo development. 

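A second table holds 6 blastocysts of day 8, 2 treated with LY from the 16-cell stage (cell16_LY), 2 treated from the 2-cell stage (cell2_LY) and 2 labelled as DMSO controls of LY (LY_DMSO), which are taken here as the control of both. The text does not name the blastocysts of each group, nor the LY concentration of these 2 groups. The table gives FPKM for 37429 genes, and the libraries were made and processed as for the LY10 blastocysts. Between 11336091 and 17343140 reads lay on genes per blastocyst, with a median of 15159468 in cell16_LY, 13113075 in cell2_LY and 17113284 in LY_DMSO. The authors' library size was 1.23 times the reads on genes in cell2_LY replicate 1 and between 0.949 and 1.04 times them in the other libraries. Dividing by the reads on genes in place of this library size shifted the median log2 fold change of all genes to -0.18 in cell16_LY against cell2_LY and to 0.24 in cell2_LY against LY_DMSO, and changes are given relative to the authors' scaling. The 3 groups were fitted together with limma, over 14529 genes, so that the variance comes from all 6 blastocysts. With a blastocyst left out, the lone one of its group is assumed to vary like those of the other groups.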

SMART-seq was performed to bovine blastocysts treated with LY from the 16-cell stage and the DMSO control. 

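In cell16_LY against LY_DMSO, 472 genes were higher and 286 lower at the paper's threshold, where p is unadjusted. Without cell16_LY replicate 1 these counts were 176 and 174. Without LY_DMSO replicate 1 they were 811 and 551, and without LY_DMSO replicate 2 there were 535 higher and 185 lower genes. The authors' deposited comparison has 537 higher and 494 lower genes at the unadjusted threshold, and 109 and 89 with an adjusted p under 0.05 in its place. An unadjusted p under 0.05 was reached by 1107 genes (7.62%). No gene had an adjusted p under 0.05 (0 by limma with a smallest adjusted p of 0.0604, and 0 by voom weights with 1000 genes at an unadjusted p under 0.05). In the authors' deposited DESeq2 comparison 202 genes have an adjusted p under 0.05. The adjusted count by limma was 7 without LY_DMSO replicate 1 and 1 without LY_DMSO replicate 2. The 2 replicates of each group did not overlap for any of the 758 genes past the threshold, nor for 6237 (42.9%) of all tested genes, where chance gives 1 gene in 3. PAG11, a pregnancy-associated glycoprotein gene on chromosome 29 from 39438824 to 39456485, had 422 ± 34.3 normalized counts (SD, n = 2 blastocysts) in cell16_LY and 9.72 ± 1.98 (SD, n = 2) in LY_DMSO, a log2 fold change of 5.31 (standard error 0.56, adjusted p = 0.0604 from limma). The same adjusted p was given by an unnamed gene model on chromosome 19 from 27210238 to 27218497, at 3.07. Another unnamed model on chromosome 3 from 58791764 to 58792858 was higher by 4.09. The lower genes with the smallest p were BRDT at -1.98, LOC132344761 at -3.44 and an unnamed model on an unplaced sequence at -2.92, with an adjusted p = 0.206 from limma for each. Among the other genes that Figure 3a labels, PRPH was higher by 2.93 and fell short of adjustment (adjusted p = 0.126 from limma). CHAC1 was lower at -3.35, with 39.5 ± 15.1 normalized counts (SD) in cell16_LY and 397 ± 26.1 in LY_DMSO. STEAP4 was higher by 4.81, but its replicates had 273.3 and 37.3 normalized counts in cell16_LY. GSTM3 had 2 reads over cell16_LY and 291 over LY_DMSO, a ratio of 130 with a 95% counting interval of 35.7 to 1079.7, but its LY_DMSO replicates had 31.5 and 237 normalized counts, and its log2 fold change lay between -7.03 and -2.96 under alternative settings.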

Treatment with LY resulted in 109 upregulated genes and 89 downregulated genes compared to the DMSO control group (Figure 3a). Similarly to LY-treated embryos from the two-cell stage (Figure 2d), these DEGs were functionally enriched in cellular components such as the sarcomere and mitochondrial outer membrane and were involved in biological processes, including the chemokine and cytokine response, and energy production such as glycolysis (Figure 3b). Accordingly, KEGG analysis on upregulated DEGs (Figure 3c) also revealed enrichment of metabolic activity and energy supply, such as “Glycolysis/Gluconeogenesis”, “Carbon metabolism”, “Pyruvate metabolism”, “Nucleotide metabolism”, and “Biosynthesis of amino acids”, etc., which is consistent with LY-treated embryos from the two-cell stage (Figure 2e). 

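In cell16_LY against LY_DMSO the 16 tested glycolysis genes had a median log2 fold change of 0.36 (adjusted p = 0.00288 from camera). Higher values were found for 10 of them and lower values for 6, from PGAM1 at -0.31 to TPI1 at 3.92, and 6 passed the paper's threshold. Adjusted over the list alone, 5 genes had a p under 0.05, and 0 over all tested genes by limma. Under fry the adjusted p was 0.121. Without LY_DMSO replicate 1 the camera p was 0.0751, and the median moved to 0.56 without LY_DMSO replicate 2 and to 0.24 without cell16_LY replicate 1. The other metabolic pathways of Figure 3c were not analysed here.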

There is also upregulation of the “HIF-1 signaling pathway”, which regulates genes involved in glycolysis and cell survival. In addition, Lipid Metabolism and Membrane Formation processes are also present, such as “Fatty acid elongation”, “Biosynthesis of unsaturated fatty acids”, etc., indicating that RARγ inhibition promotes lipid droplet formation and energy reserves, which are essential for blastocyst expansion and implantation. However, there is also upregulation in “Apoptosis-multiple species” and “p53 signaling pathway” following LY treatment (Figure 3c, Table S5), which suggests increased cell death or, alternatively, a selective mechanism to eliminate damaged cells to ensure healthier blastocyst formation, which is yet to be verified.

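All 20 genes of a list of HIF-1 targets, which leaves out the glycolysis genes TPI1, PGK1 and LDHA, were tested in cell16_LY against LY_DMSO. Their median log2 fold change was 0.34 (adjusted p = 0.124 from camera, 0.560 from fry), with 15 genes higher and 5 lower. PFKFB4 was lowest at -0.93. ANKRD37, on chromosome 27 from 15651386 to 15654052, was highest and the only member past the paper's threshold, with 95 reads over cell16_LY and 2 over LY_DMSO, a ratio of 53.1 with a 95% counting interval of 14.3 to 445. No gene (0 by limma) had a p under 0.05 when adjusted over the list alone. The list was past 0.05 without cell16_LY replicate 2, at 0.57 (adjusted p = 0.00545 from camera), and its median was 0.07 without cell16_LY replicate 1.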

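Of 17 genes of fatty acid elongation and desaturation, 16 were tested in cell16_LY against LY_DMSO. The median log2 fold change over them was 0.50 (adjusted p = 0.00113 from camera), with 14 genes higher and 2 lower, from HACD4 at -0.34 to ELOVL2 at 2.79. The paper's threshold was passed by 2 genes, and adjustment over the list alone by 0. The call did not hold under fry (adjusted p = 0.121). The median was 0.31 without LY_DMSO replicate 2 and 0.72 without LY_DMSO replicate 1. From the enrichment of lipid pathways among the upregulated genes, the paper reasons that RARγ inhibition favors lipid droplets and energy reserves that the blastocyst needs.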

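The p53 target list had 26 tested members in cell16_LY against LY_DMSO, 16 higher and 10 lower, with a median log2 fold change of 0.27 (adjusted p = 0.213 from camera). TP53I3 was highest at 2.15 and BAX lowest at -1.12. At the paper's threshold 1 gene was called, and adjusted over the list alone 1 had a p under 0.05. The median stayed between 0.17 and 0.43 with each blastocyst left out, and the smallest camera p of these fits was 0.120. Apoptosis genes beyond this list were not analysed here.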

For the downregulated DEGs, enrichment of KEGG terms by LY treatment indicates suppression of immune/inflammatory pathways, such as “Graft-versus-host disease”, “Antigen processing and presentation”, “Chemokine signaling”, etc. 

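A list of 19 antigen presentation genes had 13 tested members in cell16_LY against LY_DMSO. Their median log2 fold change was -0.17 (adjusted p = 0.859 from camera), with 7 genes lower and 6 higher. BOLA-DRA was lowest at -3.67 and BOLA highest at 1.31. No gene was called at the paper's threshold, and adjusted over the list alone 0 had a p under 0.05 by limma. The median turned positive, at 0.06, when only the 2 groups compared were fitted, and was 0.04 without cell16_LY replicate 2 and 0.32 without LY_DMSO replicate 2. Chemokine signaling was not analysed here in this comparison.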

As expected, retinal metabolism is downregulated (Figure 3d, Table S6). Furthermore, the downregulated “Dopaminergic synapse”, “cGMP-PKG”, “Renin-angiotensin system”, etc., may indicate an inhibition of early neuronal differentiation signaling in preimplantation development.

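Of 18 genes of retinoid metabolism, 12 were tested in cell16_LY against LY_DMSO, 9 lower and 3 higher. Their median log2 fold change was -0.76 (adjusted p = 0.124 from camera, 0.792 from fry). RBP4 was lowest at -2.45. ALDH1A3, which encodes an enzyme that makes retinoic acid, was highest at 2.80 (standard error 0.40, adjusted p = 0.187 from limma), with 863 ± 94.9 normalized counts (SD, n = 2) in cell16_LY and 132 ± 67.6 (SD, n = 2) in LY_DMSO. At the paper's threshold 2 genes were called, and adjusted over the list alone 1 had a p under 0.05. The camera p was 0.02 without cell16_LY replicate 1 and 0.0164 without LY_DMSO replicate 1, and the median was -0.43 without LY_DMSO replicate 2.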

We further questioned if there is a transcriptome difference between LY-treated blastocysts starting at the 16-cell and 2-cell stages. 

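The text gives no threshold for an expressed gene. With a mean normalized count of at least 10 in a group, 13468 genes were detected in both cell16_LY and cell2_LY, 1127 in cell2_LY alone and 649 in cell16_LY alone. With an FPKM above 1 in place of that minimum, the numbers were 10207, 1229 and 619, as in Figure 4a. The count for cell16_LY moved most without cell2_LY replicate 2, to 978. Between the 2 replicates of the same group, 843 to 1438 genes were detected in 1 replicate and not in the other. Both replicates of cell2_LY and no replicate of cell16_LY reached the minimum for 267 genes, and the reverse held for 217. Of the genes detected in a single group, 79 of those in cell2_LY and 70 of those in cell16_LY passed the paper's threshold. In the other group, 31 and 34 of them had 0 reads.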

Venn diagram analysis revealed distinct gene expression patterns between these two treatments, with 619 and 1229 uniquely expressed genes for 16-cell and 2-cell treatment, respectively (Figure 4a). Volcano plot analysis demonstrated that LY treatment at the 16-cell stage specifically upregulated glycolysis-related genes, including TPI1, PGK1, and LDHA, compared to treatment at the 2-cell stage (Figure 4b). 

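In cell16_LY against cell2_LY, 810 genes were higher and 839 lower at the paper's threshold. Lower genes made up 50.9% of these under the authors' scaling and 75.0% when the reads on genes were used as the library size. The count of higher genes was 408 without cell16_LY replicate 1, 544 without cell2_LY replicate 1 and 1626 without cell2_LY replicate 2. For lower genes these settings gave 408, 386 and 1284. No gene had an adjusted p under 0.05 (0 by limma with 2596 genes at an unadjusted p under 0.05, and 0 by voom weights with 2464). The replicates did not overlap for 1644 of the genes past the threshold, and for 7922 (54.5%) of all tested genes, where chance gives 1 in 3.

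TPI1, on chromosome 5 from 103580104 to 103583461, had 5622 ± 2905 normalized counts (SD, n = 2 blastocysts) in cell16_LY, 931 ± 590 (SD, n = 2) in cell2_LY and 353 ± 102 (SD, n = 2) in LY_DMSO. Its log2 fold change between the LY groups was 2.65 (standard error 0.51, adjusted p = 0.186 from limma), and in cell2_LY against LY_DMSO it was 1.27 (adjusted p = 0.175 from limma). PGK1, on chromosome X from 74244892 to 74267571, had 13177 ± 3314 in cell16_LY, 4335 ± 571 in cell2_LY and 6383 ± 784 in LY_DMSO (SD, n = 2 each), a log2 fold change of 1.59 between the LY groups and of -0.56 in cell2_LY against LY_DMSO. LDHA, on chromosome 29 from 26290889 to 26302946, had 18925 ± 10939, 3749.7 ± 1686 and 6992 ± 4473 in the same order, with 2.28 between the LY groups (standard error 0.56, adjusted p = 0.193 from limma) and -0.81 in cell2_LY against LY_DMSO, where its replicates overlapped. Every cell16_LY blastocyst was above every cell2_LY blastocyst in the 3 genes, and the log2 fold changes between the LY groups stayed past the paper's threshold in all 16 alternative settings. The whole glycolysis list had a median of 1.05 between the LY groups (adjusted p = 1.80e-05 from camera), with 15 genes higher in cell16_LY and 1 lower, HK2 at -0.08. Of these 6 passed the paper's threshold, and adjusted over the list alone 7 had a p under 0.05. The call held under fry (adjusted p = 0.0160), and the largest camera p with a blastocyst left out was 0.00514, without cell2_LY replicate 2.

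**Figure D2:**
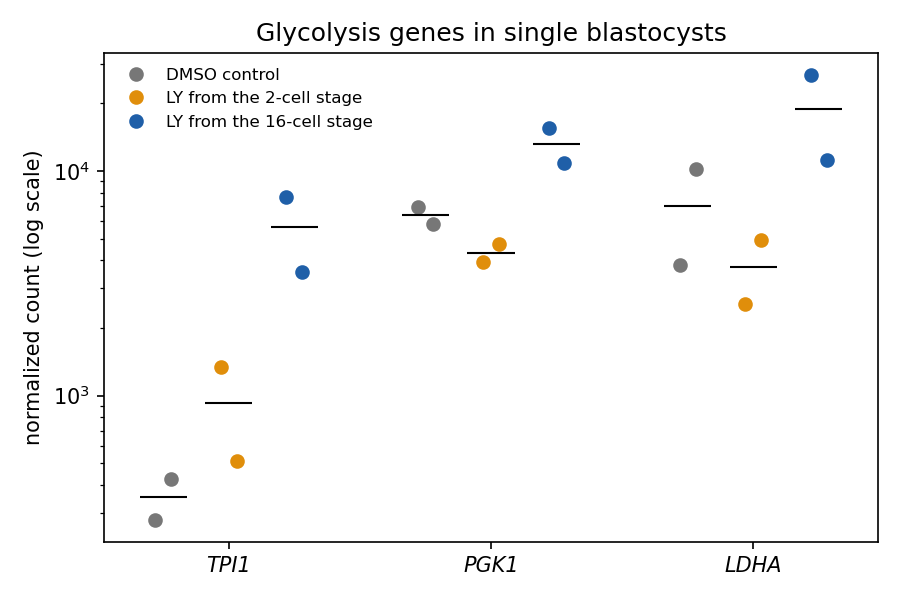
Normalized counts of TPI1, PGK1 and LDHA on a log axis in single blastocysts cultured with DMSO, with LY from the 2-cell stage and with LY from the 16-cell stage, with 2 points per group and a line at the mean. For TPI1 the points lie at 280.8 and 425.1 in DMSO, 513.9 and 1348.7 after LY from the 2-cell stage, and 3567.7 and 7676.0 after LY from the 16-cell stage.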

GO enrichment analysis indicated that these DEGs were primarily involved in various metabolic processes (Figure 4c). 

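All 7 genes of a pentose phosphate pathway list were tested in cell16_LY against cell2_LY. Their median log2 fold change was 0.38 (adjusted p = 0.295 from camera), with 6 genes higher and 1 lower, from TKT at -0.49 to RPE at 0.68. Under fry the adjusted p was 0.0201. No member passed the paper's threshold, and adjusted over the list alone 0 genes had a p under 0.05 by limma. The HIF-1 target list had a median of 0.12 in this comparison (adjusted p = 0.350 from camera), with 12 genes higher and 8 lower. PFKFB3 was lowest at -1.54 and ANKRD37 highest at 2.30, and 6 genes passed the paper's threshold. A p under 0.05 was kept by 2 when adjusted over the list alone. Its median turned negative under quantile normalization, at -0.01, and with the reads on genes as the library size, at -0.10.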

Interestingly, upregulated pathways also include those for energy production and biosynthesis, including “Carbon metabolism”, “Glycolysis”, “Pentose phosphate pathway”, “Pyruvate metabolism”, “Biosynthesis of amino acids/nucleotide sugars”, and “HIF-1 signaling pathway” (Figure 4d, Table S7). Also, multiple pathways are downregulated, such as “Notch, Wnt, MAPK, ErbB signaling”, indicating a delay of premature differentiation signaling (Figure 4e, Table S8). 

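A list of 27 Notch pathway genes had 18 tested members in cell16_LY against cell2_LY, 13 lower and 5 higher. Their median log2 fold change was -0.51 (adjusted p = 0.0582 from camera), and 0.0160 from fry. The camera p was 0.0369 with the reads on genes as the library size and 0.0432 with sample weights. Over the 13 settings that keep every blastocyst, it lay between 0.0369 and 0.221, and the median between -0.84 and -0.23. With a blastocyst left out the median stayed between -0.94 and -0.50. LFNG was lowest at -1.94 and HEY1 highest at 0.58. A list of 35 Wnt pathway genes had 23 tested members, 14 lower and 9 higher, with a median of -0.16 (adjusted p = 0.295 from camera, 0.216 from fry). WNT6 was lowest at -1.35 and FZD6 highest at 1.16, and the median was 0.06 without cell2_LY replicate 1. At the paper's threshold 3 Notch and 6 Wnt genes were called, and adjusted over each list alone 0 had a p under 0.05 by limma. MAPK and ErbB signaling were not analysed here. From the downregulated signaling pathways, the paper reasons that differentiation signals that would come too early are delayed.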

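Figure 4f, whose heatmap shows more replicates per group than the 2 available here, also names the genes given next. All of these except IYD passed the paper's threshold in cell16_LY against cell2_LY, in the direction that the heatmap shows. Those higher in cell16_LY were CNN3, SAAL1, PDCD4, PLS3, IFNT3, VAMP7, CRYAB, PAG11 and GFPT2. Their log2 fold changes ranged from 1.82 for PDCD4 to 3.94 for CRYAB, and CRYAB had 12 reads over cell2_LY. VAMP7 is listed under 2 entries, one on chromosome X from 35326177 to 35370953 with 3.16 and one on an unplaced sequence with 1.95, and the reads of both could come from either. Those lower in cell16_LY were UGT8, FADS2, GATA2, ATG9B, MICALL2 and UBALD1, from -5.17 for UGT8 to -1.94 for GATA2. IYD had 467.5 normalized counts in cell2_LY replicate 2 and 1.1 in replicate 1, and its 2 reads over cell16_LY against 475 over cell2_LY rest on that blastocyst. The smallest p among higher genes outside the figure belonged to SLC39A10, at 1.95, and ALAS1, at 1.46. Among lower genes they belonged to LOC112442568 at -2.45, LOC112444863 at -1.83 and an unnamed gene model on an unplaced sequence at -2.53. None of these genes had an adjusted p under 0.186 from limma.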

Subsequently, we performed hierarchical clustering of the top 20 differentially expressed genes, which again identified genes associated with glycolysis and HIF signaling pathways (Figure 4f). Taking together, these data indicate that LY treatment can upregulate energy metabolism in bovine post-ZGA-stage embryos.

### 3.4. LY Enhances Oxidative Phosphorylation in Bovine Embryonic Stem Cells

Preimplantation blastocysts contain two cell parts, the inner cell mass (ICM) as well as trophoblasts, which are the result of the first embryonic cell differentiation event. We recently reported the derivation of bovine embryonic stem cells (bESCs) from the ICM of Holstein cattle IVF blastocysts [14]. As LY treatment stimulated the energy metabolism in bovine embryos, we asked if LY treatment would also affect bESCs. Compared with the DMSO control, LY treatment of bESCs at 10 μM for 3 days led to smoother colony shape with a clearer edge (Figure 5a), although the cell growth rate was not significantly changed (Figure S1D).

To evaluate the impact of LY treatment on bESC metabolism, the extracellular acidification rate (ECAR) and oxygen consumption rates (OCRs) were measured using a Seahorse instrument. The ECAR and OCR revealed that the glycolysis rate is not affected by LY treatment in bESCs compared with the DMSO control (Figure 5b,c). However, the mitochondrial respiration rate increased significantly by LY treatment (Figure 5d). 

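Bovine embryonic stem cells (bESCs) are pluripotent cells derived from the inner cell mass and grown on mouse feeder cells in TiFX medium. The deposited table holds 2 libraries of bESCs in that medium (bESC_tifx) and 2 of bESCs treated with 10 μM LY for 3 days (bESC_LY), each numbered 2 and 3. It gives FPKM for 28303 genes under Ensembl identifiers, and the genome build is not stated in the sources used here. Whole reads were recovered as for the blastocysts, between 29055323 and 31230432 per library, with a median of 30553288 in bESC_tifx and 30071798 in bESC_LY. The authors' library sizes were between 0.992 and 1.03 times these totals. The fit covered 16012 genes. Libraries of the same number had Spearman correlations of 0.995 and 0.996 across genes, and libraries of the same treatment 0.967 and 0.965. PC1, with 80.4% of the variance, separated the numbers and not the treatments.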

Transcriptomic analysis was performed on LY-treated and control bESCs. 

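At the paper's threshold 6 genes were higher and 6 lower in bESC_LY than in bESC_tifx, and 16 genes had an unadjusted p under 0.05. In this fit, which takes the libraries as unpaired, no gene had an adjusted p under 0.05 (0 by limma, and 0 by voom weights with 19 genes at an unadjusted p under 0.05). The fit counts the difference between the numbers 2 and 3 as spread within groups, so a count of 0 does not show that LY changes no gene. With the number as a block, 116 genes had an adjusted p under 0.05 by limma, and 69 were higher and 77 lower at the paper's threshold. No label or text pairs the libraries, so neither fit decides how many genes LY changes. All other limma values here are from the unpaired fit. In the authors' DESeq2 table 1 gene has an adjusted p under 0.05. The higher and lower counts were 4 and 25 without bESC_LY replicate 2, 26 and 32 without bESC_LY replicate 3, 26 and 8 without bESC_tifx replicate 2, and 30 and 5 without bESC_tifx replicate 3. Groups did not overlap for 2271 (14.2%) of all tested genes, where chance gives 1 in 3 if libraries are interchangeable, which the split between the numbers 2 and 3 speaks against, and for all 12 genes past the threshold. GZMA, on chromosome 20 from 24009814 to 24018787, had 0 reads over bESC_LY and 24 over bESC_tifx, which is at least 7.91-fold lower against 3 reads over the group. LGALS9, on chromosome 19 from 19368210 to 19387215, had 16 reads over bESC_LY and 0 over bESC_tifx, at least 5.40-fold higher. Both fell under the minimum mean and were not tested. The authors' table gives GZMA an unadjusted p of 0.0101 and LGALS9 one of 0.0396. MEF2B, on chromosome 7 from 4095668 to 4099712, had 59 reads over bESC_LY and 11 over bESC_tifx, or 30.0 ± 8.54 against 5.49 ± 0.983 normalized counts (SD, n = 2 libraries). Its log2 fold change was 2.23 (standard error 0.64, adjusted p = 0.999999 from limma). Table S9 lists 15 genes, of which 9 were tested and 6 were under the minimum mean. Apart from MEF2B, the tested genes ranged from -2.02 for ENSBTAG00000053556 to 2.95 for ENSBTAG00000052987, on chromosome X from 89624043 to 89650379, which had 1469 reads over bESC_LY and 182 over bESC_tifx. PCDHA4 was lower at -2.01 and BMP6 higher at 1.11. SEM1 was higher by 1.25 and ENSBTAG00000034496 lower at -1.14. The untested genes SPATA46, ENSBTAG00000018090, C19orf85 and ENSBTAG00000030296 had 21, 29, 23 and 30 reads over bESC_tifx and 0, 1, 1 and 2 over bESC_LY. Outside Table S9 the genes with the smallest p at a mean of at least 50 were BCL11A at 1.01, SLC16A5 at -1.11 and KIAA1324L at -1.01, none under an adjusted p of 0.999999 from limma.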

Among the limited number of DEGs that were identified in LY treatment versus the DMSO control (Figure 5e, Table S9), we identified the downregulation of GZMA and upregulation of MEF2B and LGALS9. GZMA upregulation triggers cell death by penetrating mitochondria to generate reactive oxygen species (ROS) and cleaves complex I protein to disrupt membrane potential [16], as well as by activating key pyroptosis protein GSDMB [17]. MEF2B can stimulate OXPHOS by activating mitochondria biogenesis genes [18], and LGALS9 is positively correlated with mitochondria activity [19]. These results indicate that LY inhibition enhances mitochondrial activity in bESCs, similarly to LY-treated blastocysts (Figure 2e).

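The 74 tested nuclear genes of oxidative phosphorylation had a median log2 fold change of 0.00 in bESC_LY against bESC_tifx, with 38 higher and 36 lower, from NDUFA1 at -0.22 to NDUFA12 at 0.71. The 13 genes of the mitochondrial genome had a median of 0.06, with 10 higher and 3 lower, from ATP8 at -0.06 to ND6 at 0.11. For the 17 glycolysis genes the median was -0.04, with 13 lower and 4 higher. The camera p of each of the 3 lists was 0.656 after adjustment, and no member passed the paper's threshold or adjustment over the list alone (0 by limma). With a library left out, the numbers 2 and 3 were no longer balanced between the groups and the medians took either sign, from -0.20 to 0.20 for the nuclear genes, from -0.22 to 0.35 for the mitochondrial genome and from -0.58 to 0.47 for glycolysis. From the respiration rate, GZMA, MEF2B and LGALS9, the paper reasons that LY raises mitochondrial activity in bESCs.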

## 4. Discussion

In mice, RA is critical during the totipotency window in early embryo development [6,7], and inhibition of RARγ with LY2955303 (LY) disrupts ZGA, leading to developmental arrest [6,7]. In bovines and humans, blocking endogenoud RA synthesis during the morula stage negatively interfered with embryo development, which could be reversed by the addition of RA [20,21], whereas exogenous RA alone did not affect the blastocyst rate but might improve embryonic cell proliferation, including ICM [20,21]. However, it remains unknown whether RARγ antagonism has a similar impact on early bovine embryo development and embryonic stem cells (ESCs). Our study reveals a striking divergence in the role of RARγ between mice and bovines: rather than impairing development, RARγ inhibition significantly enhances blastocyst formation in bovine IVF embryos. This finding underscores the importance of species-specific investigations in reproductive biology and challenges the assumption that RA signaling mechanisms are conserved across mammals.

The stage-dependent effects of LY treatment—administered at either the 2-cell or 16-cell stage—suggest that RARγ exerts distinct regulatory functions during bovine embryogenesis. The upregulation of metabolic pathways (e.g., glycolysis, TCA cycle) and proliferation-associated genes in LY-treated embryos aligns with the energy demands of rapid blastocyst formation. Notably, the suppression of inflammatory and stress-related pathways (e.g., cytokine signaling, p53 pathway) implies that RARγ inhibition creates a more favorable microenvironment for embryo development, potentially by reducing oxidative stress or immune-related cytotoxicity. This contrasts with mouse embryos, where RARγ blockade disrupts ZGA [6,7], highlighting a fundamental difference in how RA signaling coordinates early development between species.

The consistent upregulation of glycolysis and HIF-1 signaling in bovine embryos by LY treatment suggests that RARγ inhibition promotes a metabolic shift toward anaerobic energy production in embryos, which is advantageous for proliferating cells under in vitro conditions. This metabolic reprogramming mirrors the Warburg effect observed in cancer cells and pluripotent stem cells, where glycolysis supports biosynthetic precursors despite being less efficient than oxidative phosphorylation [22,23]. Our findings suggest that LY treatment may mimic a natural adaptation to hypoxia, a common challenge in early embryogenesis, thereby enhancing developmental competence. The blastocysts consist of two types of cells, the ICM and trophoblasts—the result of the first embryo differentiation. The fact that LY treatment enhanced mitochondrial respiration without sacrificing the glycolysis rate in bESCs suggest that RARγ may regulate cellular metabolism differently in TSCs than in ESCs and inhibit glycolysis in differentiated cells. Whether this caused the energy metabolism change observed in early embryos warrants further investigation. Also, the exact mechanism on how RARγ inhibition regulates metabolism (using ChIP-seq or metobolomics) warrants further investigation.

With over 2 million bovine embryos being produced annually via IVF [24], even modest improvements in blastocyst rates could have substantial economic and agricultural impacts. Our work identifies RARγ as a novel target for enhancing the efficiency of bovine IVF, particularly for oocytes from slaughterhouse-derived ovaries (SHOs), which typically exhibit lower developmental competence than OPU-derived oocytes [12]. By mitigating metabolic and inflammatory bottlenecks, LY treatment could democratize access to high-quality embryos, benefiting small-scale farms and global livestock industries alike.

In summary, we demonstrate that RARγ inhibition enhances bovine embryo development and ESC maintenance through metabolic reprogramming and suppression of stress pathways. These findings not only advance our understanding of species-specific RA signaling but also offer a translatable strategy to improve livestock reproductive technologies.

## Figures and Tables

**Figure 1:**
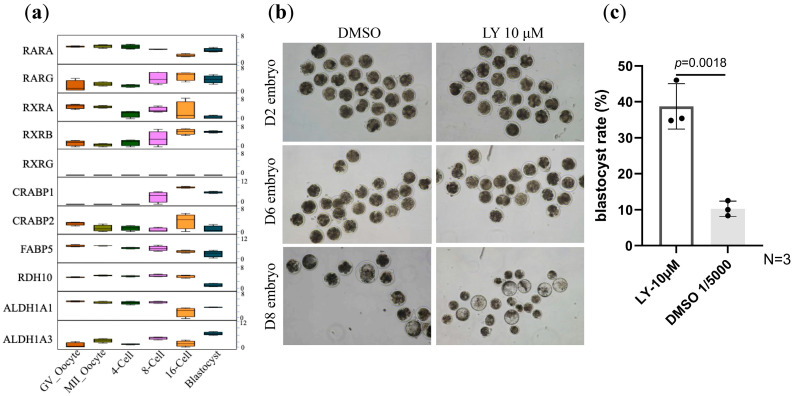
Expression of RA signaling-related genes and the effect of LY treatment on bovine embryo development. (**a**) Expression patterns of retinoic acid signaling-related genes across embryonic developmental stages. (**b**) Representative images of bovine embryos cultured under DMSO or 10 μM LY conditions (2-cell stage). (**c**) Quantification of blastocyst formation rates showing significantly enhanced embryonic development in LY-treated group (38.7%) compared to the DMSO control (10.3%) (*N* = 3 biological replicates; *p* = 0.0018, Student’s *t*-test). Data are presented as mean ± SEM.

**Figure 2:**
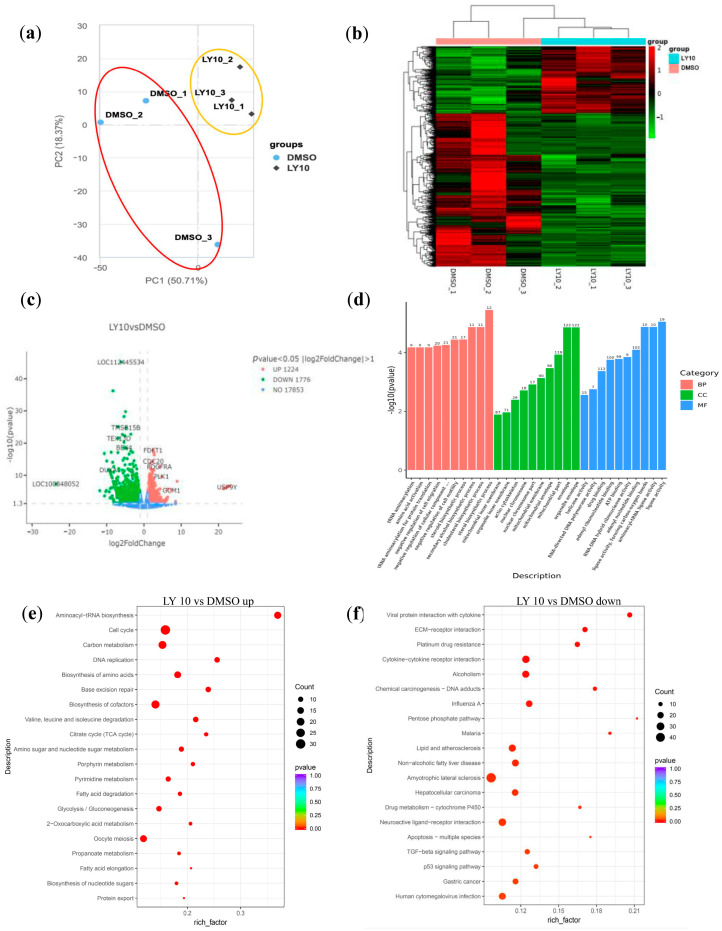
Transcriptomic profiling of bovine embryos treated with LY2955303 (LY). (**a**) PCA plot showing global gene expression differences (PC1: 50.71%; PC2: 18.37%). (**b**) Clustered heatmap of DEGs. The columns and rows in the heatmap represent samples and genes, respectively. Sample names are displayed below the heatmap. (**c**) Volcano plot of DEGs (|log2FC| > 1, *p* < 0.05; 1224 up, 1776 down). (**d**) The top 10 terms in biological processes (BPs), cellular components (CCs), and molecular functions (MFs) from the GO analysis. (**e**) KEGG pathway enrichment analysis of upregulated DEGs. (**f**) KEGG pathway enrichment analysis of downregulated DEGs.

**Figure 3:**
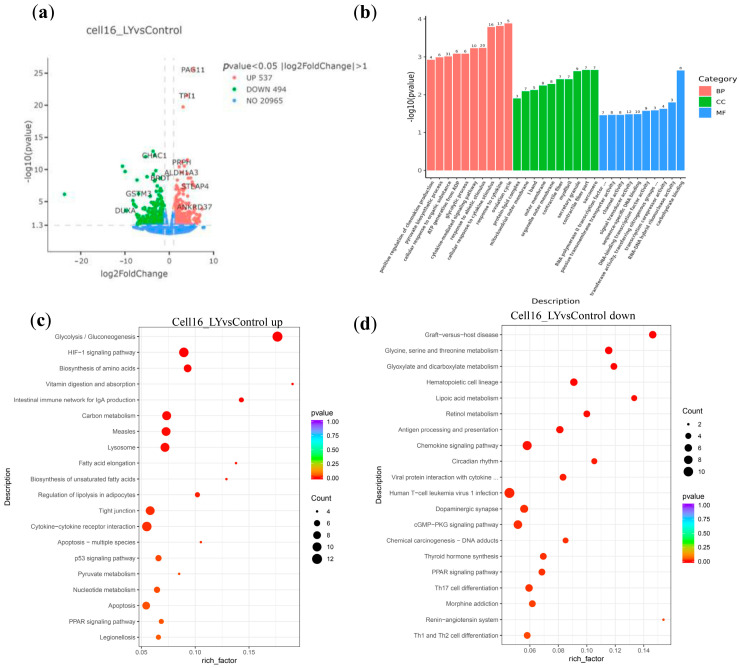
Transcriptomic profiling of bovine LY-treated blastocysts starting from the 16-cell stage versus DMSO control. (**a**) Volcano plot showing the differential gene expression between the LY-treated blastocysts from the 16-cell stage and the control group. (**b**) The top 10 terms in biological processes, cell components, and molecular functions from the GO analysis. (**c**) KEGG pathway enrichment analysis of upregulated differentially expressed genes. (**d**) KEGG pathway enrichment analysis of downregulated differentially expressed genes.

**Figure 4:**
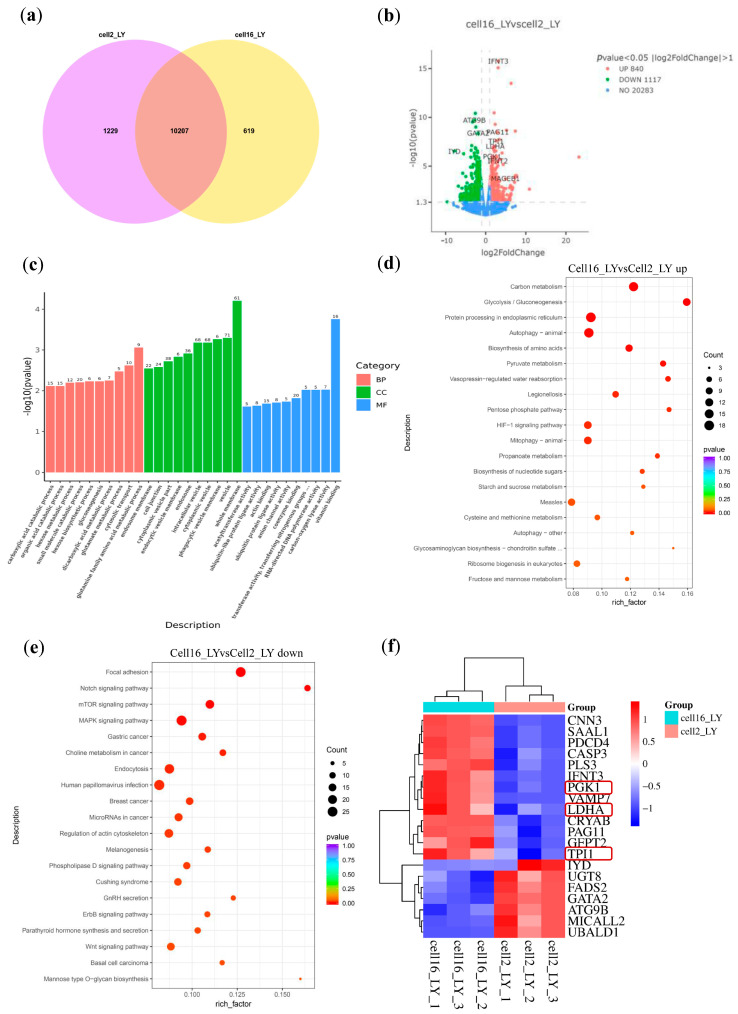
Transcriptomic analysis of bovine blastocysts treated with LY2955303 (LY) starting at the 16-cell and 2-cell stages. (**a**) Venn diagram showing the overlap of DEGs between cell16_LY and cell12_LY groups. (**b**) Volcano plot of DEGs in cell16_LY vs. cell12_LY comparison. Genes with *p*-value < 0.05 and |log_2_FoldChange| > 1 are categorized as upregulated (red, *N* = 840), downregulated (green, *N* = 1117), or non-significant (blue, *N* = 20,283). (**c**) GO enrichment analysis (BP: Biological Process; CC: Cellular Component; MF: Molecular Function) of DEGs, visualized as a bar plot showing −log_10_(*p*-value) for top enriched terms. (**d**) Bubble plot of KEGG pathway enrichment for upregulated DEGs in cell16_LY vs. cell12_LY. Dot size represents gene count; color indicates *p*-value. (**e**) Bubble plot of KEGG pathway enrichment for downregulated DEGs in cell16_LY vs. cell12_LY. Dot size represents gene count; color indicates *p*-value. (**f**) Heatmap of top DEGs (hierarchically clustered) distinguishing the cell16_LY and cell12_LY groups, showing normalized expression values (blue: low; red: high), the red boxes indicate the genes related to the glycolytic pathway.

**Figure 5:**
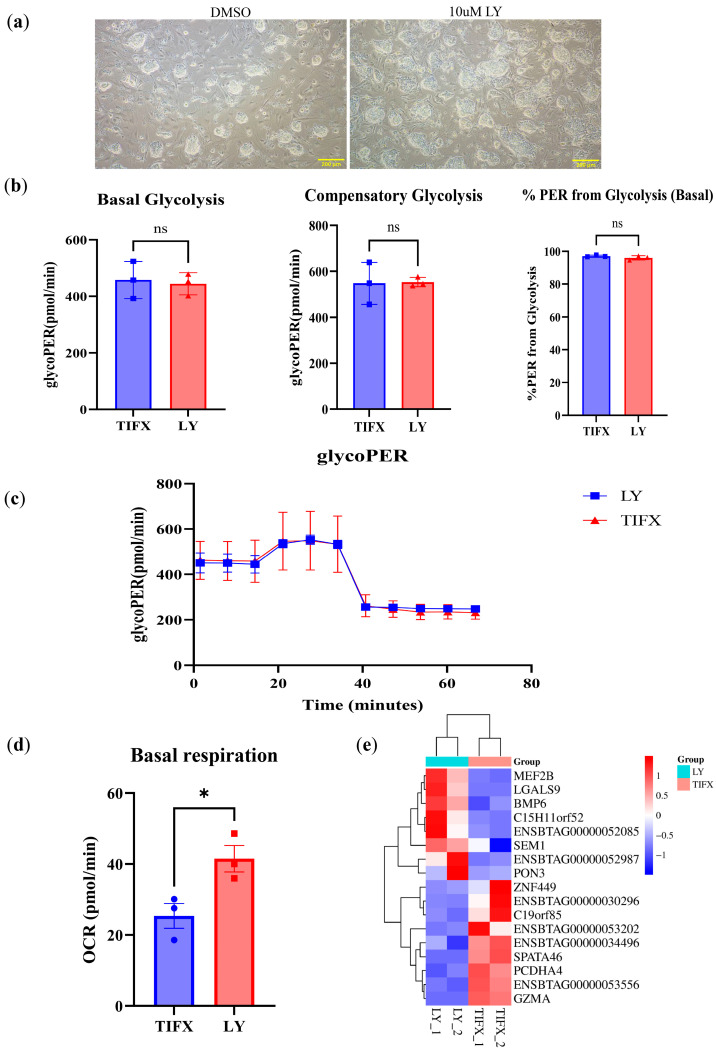
LY enhances oxidative phosphorylation in bovine embryonic stem cells. (**a**) Representative bright-field microscopy images of cells treated with DMSO (control) or 10 μM LY; scale bars = 200 μm; (**b**) glycolytic parameters analyzed by glycoPER assay: Basal Glycolysis, Compensatory Glycolysis, and the percentage of PER derived from glycolysis (Basal); (**c**) dynamic glycoPER (glycolytic proton efflux rate) profiles over an 80 min time course in TIFX (red)- and LY-treated (blue) cells; (**d**) basal respiration levels (OCR, oxygen consumption rate) measured in TIFX- and LY-treated cells; (**e**) hierarchical clustering heatmap of differentially expressed genes between LY (blue-labeled group) and TIFX (red-labeled group) treatment groups. The color scale represents log_2_-transformed fold change in gene expression, highlighting distinct transcriptional signatures associated with each treatment; * *p* < 0.05.

**Table 1:** LY Promotes SHO oocyte IVF blastocyst rate compared with DMSO (*N* = 3).

Groups	Presumptive Zygotes in Culture	Blastocyst	Blastocyst Rate (%)
LY 10 μM	54	20	38.7 ± 7.3
DMSO	30	3	10.3 ± 2.2

## Data Availability

The original data presented in the study is available in the NCBI Geo Datasets (GSE305071).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/vetsci12100924/s1: Figure S1: Inhibition of retinoic acid receptor gamma improves bovine embryo development; Table S1: SHO oocyte IVF cleavage rate; Table S2: KEGG pathway enrichment analysis of upregulated genes in LY10 compared to DMSO; Table S3: KEGG pathway enrichment analysis of downregulated genes in LY10 compared to DMSO; Table S4: Fine mapping of genome activation in bovine embryos by RNA sequencing; Table S5: KEGG pathway enrichment analysis of upregulated genes in cell16_LY compared to control; Table S6: KEGG pathway enrichment analysis of downregulated genes in cell16_LY compared to control; Table S7: KEGG pathway enrichment analysis of upregulated genes in cell16_LY compared to cell2_LY; Table S8: KEGG pathway enrichment analysis of downregulated genes in cell16_LY compared to cell2_LY; Table S9: Differentially expressed genes between stem cell LY-treated group and DMSO control group.

## Abbreviations

The following abbreviations are used in this manuscript:

RA	retinoic acid
RARs	retinoic acid receptors
RXRs	retinoid X receptors
ZGA	zygotic genome activation
ESCs	embryonic stem cells
PSCs	pluripotent stem cells
IVF	in vitro fertilization
SHO	slaughterhouse ovaries
OPU	ovum pick-up
IVM	in vitro maturation
COCs	cumulus–oocyte complexes

## References

[1] Duester G. (2008). Retinoic acid synthesis and signaling during early organogenesis. Cell.

[2] Cunningham T.J., Duester G. (2015). Mechanisms of retinoic acid signalling and its roles in organ and limb development. Nat. Rev. Mol. Cell Biol..

[3] Rhinn M., Dolle P. (2012). Retinoic acid signalling during development. Development.

[4] Allenby G., Bocquel M.T., Saunders M., Kazmer S., Speck J., Rosenberger M., Lovey A., Kastner P., Grippo J.F., Chambon P. (1993). Retinoic acid receptors and retinoid X receptors: Interactions with endogenous retinoic acids. Proc. Natl. Acad. Sci. USA.

[5] Egea P.F., Rochel N., Birck C., Vachette P., Timmins P.A., Moras D. (2001). Effects of ligand binding on the association properties and conformation in solution of retinoic acid receptors RXR and RAR. J. Mol. Biol..

[6] Iturbide A., Ruiz Tejada Segura M.L., Noll C., Schorpp K., Rothenaigner I., Ruiz-Morales E.R., Lubatti G., Agami A., Hadian K., Scialdone A. (2021). Retinoic acid signaling is critical during the totipotency window in early mammalian development. Nat. Struct. Mol. Biol..

[7] Xu Y., Zhao J., Ren Y., Wang X., Lyu Y., Xie B., Sun Y., Yuan X., Liu H., Yang W. (2022). Derivation of totipotent-like stem cells with blastocyst-like structure forming potential. Cell Res..

[8] Gao R., Yang G., Wang M., Xiao J., Yi S., Huang Y., Guo Z., Kang Y., Fu Q., Wang M. (2024). Defining a TFAP2C-centered transcription factor network during murine peri-implantation. Dev. Cell.

[9] Das M., Pethe P. (2021). Differential expression of retinoic acid alpha and beta receptors in neuronal progenitors generated from human embryonic stem cells in response to TTNPB (a retinoic acid mimetic). Differentiation.

[10] Koterazawa Y., Koyanagi-Aoi M., Uehara K., Kakeji Y., Aoi T. (2020). Retinoic acid receptor γ activation promotes differentiation of human induced pluripotent stem cells into esophageal epithelium. J. Gastroenterol..

[11] Wu J., Xu J., Liu B., Yao G., Wang P., Lin Z., Huang B., Wang X., Li T., Shi S. (2018). Chromatin analysis in human early development reveals epigenetic transition during ZGA. Nature.

[12] Landeo L., Zuniga M., Gastelu T., Artica M., Ruiz J., Silva M., Ratto M.H. (2022). Oocyte Quality, In Vitro Fertilization and Embryo Development of Alpaca Oocytes Collected by Ultrasound-Guided Follicular Aspiration or from Slaughterhouse Ovaries. Animals.

[13] Graf A., Krebs S., Zakhartchenko V., Schwalb B., Blum H., Wolf E. (2014). Fine mapping of genome activation in bovine embryos by RNA sequencing. Proc. Natl. Acad. Sci. USA.

[14] Li N., Yang Z., Su Y., Ma W., Zhao J., Wang X., Wan W., Xie S., Li H., Wang M. (2025). Establishing Bovine Embryonic Stem Cells and Dissecting Their Self-Renewal Mechanisms. Int. J. Mol. Sci..

[15] Nolte C., De Kumar B., Krumlauf R. (2019). Hox genes: Downstream “effectors” of retinoic acid signaling in vertebrate embryogenesis. Genesis.

[16] Martinvalet D., Dykxhoorn D.M., Ferrini R., Lieberman J. (2008). Granzyme A cleaves a mitochondrial complex I protein to initiate caspase-independent cell death. Cell.

[17] Zhou Z., He H., Wang K., Shi X., Wang Y., Su Y., Wang Y., Li D., Liu W., Zhang Y. (2020). Granzyme A from cytotoxic lymphocytes cleaves GSDMB to trigger pyroptosis in target cells. Science.

[18] Hoang N.M., Liu Y., Bates P.D., Heaton A.R., Lopez A.F., Liu P., Zhu F., Chen R., Kondapelli A., Zhang X. (2024). Targeting DNMT3A-mediated oxidative phosphorylation to overcome ibrutinib resistance in mantle cell lymphoma. Cell Rep. Med..

[19] Sakhnevych S.S., Yasinska I.M., Fasler-Kan E., Sumbayev V.V. (2019). Mitochondrial Defunctionalization Supresses Tim-3-Galectin-9 Secretory Pathway in Human Colorectal Cancer Cells and Thus Can Possibly Affect Tumor Immune Escape. Front. Pharmacol..

[20] Gomez E., Caamano J.N., Rodriguez A., De Frutos C., Facal N., Diez C. (2006). Bovine early embryonic development and vitamin A. Reprod. Domest. Anim..

[21] Rodriguez A., Diez C., Ikeda S., Royo L.J., Caamano J.N., Alonso-Montes C., Goyache F., Alvarez I., Facal N., Gomez E. (2006). Retinoids during the in vitro transition from bovine morula to blastocyst. Hum. Reprod..

[22] Hsu P.P., Sabatini D.M. (2008). Cancer cell metabolism: Warburg and beyond. Cell.

[23] Cha Y., Han M.J., Cha H.J., Zoldan J., Burkart A., Jung J.H., Jang Y., Kim C.H., Jeong H.C., Kim B.G. (2017). Metabolic control of primed human pluripotent stem cell fate and function by the miR-200c-SIRT2 axis. Nat. Cell Biol..

[24] Krisher R.L., Herrick J.R. (2024). Bovine embryo production in vitro: Evolution of culture media and commercial perspectives. Anim. Reprod..

# Supplementary material for: Inhibition of Retinoic Acid Receptor Gamma Improves Bovine Embryo Development
**Source:** Vet Sci. 2025 Sep 24;12(10):924. doi: 10.3390/vetsci12100924
**Supplement:** Supplementary file 1

## Supplementary Figure

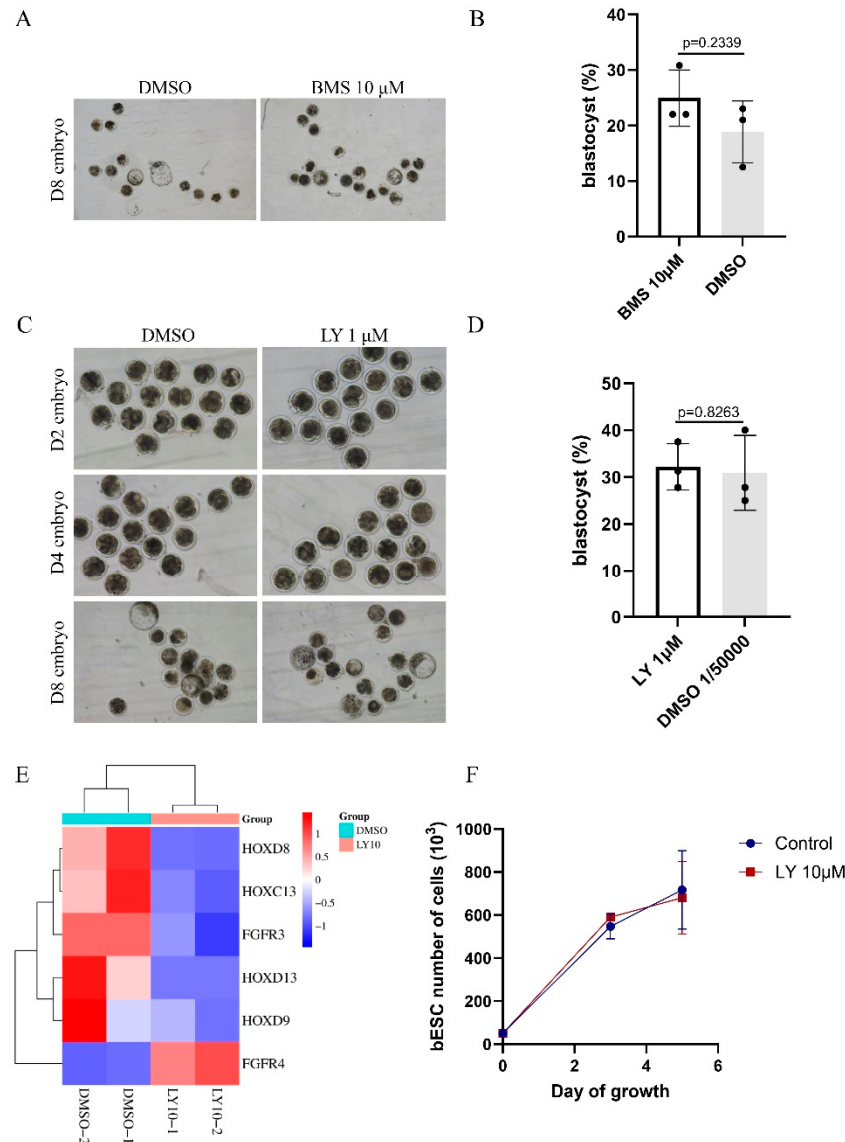

Figure S1: Inhibition of Retinoic Acid Receptor Gamma Improves Bovine Embryo Development. (A) Representative images of bovine embryos cultured under DMSO or 10  $\mu$ M BMS-195614 conditions (2-cell stage). (B) Statistics of blastocyst rate after treating embryos with 10  $\mu$ M BMS-195614 and DMSO. (C) Representative images of bovine embryos cultured under DMSO or 1  $\mu$ M LY conditions (2-cell stage). (D) Statistics of blastocyst rate after treating embryos with 1  $\mu$ M LY and DMSO. (E) Heatmap of the expression of RA-related target genes in different treatment groups. (F) Growth curves of bESCs under different conditions. (N=3 biological replicates, Student's t-test). Data are presented as mean  $\pm$  SEM.

How the deposited data were processed for this re-analysis (not part of the article)

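RNA sequencing was available for 12 single bovine blastocysts of day 8 and for 4 libraries of bovine embryonic stem cells (bESCs). The first blastocyst table holds 3 DMSO and 3 LY10 libraries, and the second holds 2 libraries each of cell2_LY, cell16_LY and LY_DMSO. The bESC table holds 2 libraries each of bESC_tifx and bESC_LY. According to the paper, the libraries were sequenced as paired reads on a NovaSeq 6000 and the reads were trimmed with fastp. The methods name both STAR and HISAT2 for alignment and featureCounts for counting. The authors compared the groups with DESeq2, and their tables carry its fold changes and p-values. The deposited values are named as normalized counts, but they are FPKM. Multiplied by gene length they fall on whole multiples of 1 step per library, within 0.02 reads, for 100% of the values, and this gives the reads on each gene and the library size that the authors divided by.

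Reads were divided by the authors' library size and multiplied by the geometric mean library size of the table, which was 10651692 for the first blastocyst table, 15246235 for the second and 30547774 for the bESC table. Depth was 12767426, 10571309 and 10247618 reads on genes in the DMSO libraries, and 7905768, 15137567 and 8290129 in the LY10 libraries. It was 11336091 and 14890059 in cell2_LY, 17251815 and 13067122 in cell16_LY, and 17343140 and 16883427 in LY_DMSO. The bESC libraries had 29876143 and 31230432 (bESC_tifx) and 29055323 and 31088273 (bESC_LY). A gene with 0 reads is given a limit of 3 reads, which is at most 4.09 normalized counts in a library of the first blastocyst table, 3.50 in one of the second and 3.18 in one of the bESC table. Counting intervals have a confidence level of 95%. Limits and intervals cover counting error only, since the libraries carry no molecular identifiers and amplification adds a spread that they do not show.

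Genes with a mean normalized count of at least 10 were tested with limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with lmFit and eBayes with a trend. The 3 groups of the second blastocyst table shared 1 fit. Calls were made at the paper's threshold, an unadjusted p under 0.05 and an absolute log2 fold change above 1, and also after Benjamini-Hochberg adjustment over all tested genes. Gene lists were tested with camera at a preset correlation of 0.01 and also with fry, and adjusted over the lists of a comparison. Camera compares a list with all other tested genes, while fry tests the change of the list on its own. The 2 can therefore differ without contradicting each other. The lists cover glycolysis, the TCA cycle, the cell cycle, aminoacyl-tRNA synthetases, branched-chain amino acid degradation, inflammatory cytokines, p53 targets, HOX genes, HIF-1 targets, fatty acid elongation and desaturation, antigen presentation, retinoid metabolism, the pentose phosphate pathway, the Notch and Wnt pathways and oxidative phosphorylation. Further lists cover trophectoderm, epiblast, hypoblast, maternal oocyte, cumulus and DNA replication genes. Genes were named when the paper names them for that comparison, or when they had 1 of the 3 smallest p in a direction with a mean of at least 50 and replicates that did not overlap. The lists, the comparisons, this rule and the alternatives below were set before the data were examined. In the second blastocyst table the test of DUXA in cell2_LY was written after its result in LY10 and before its values there were seen, while LOC538435, ARGFX and DUXA in cell16_LY were chosen after their values were seen.

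The alternatives set then were pseudocounts of 0.5 and 5, no filter, a mean of at least 50, TMM factors, quantile normalization, sample weights, the replicate number as a block, X and Y genes left out, a fit of only the 2 groups compared, and each library left out. Alternatives chosen after seeing the data were log2(FPKM + 1) with a mean FPKM of at least 0.5, voom weights on the recovered reads, the reads on genes as library size, and the 2 libraries per group that Figure S1E shows. Alternatives with edgeR and DESeq2 had also been set and were not run, by a rule that keeps count tests to tables that hold counts and not FPKM. The recovered reads would have allowed them, and voom was used on those reads. Simulated data held 200 changed genes at a log2 fold change of 2. Between 95.5% and 98.5% of these passed the paper's threshold and between 84.5% and 97% passed adjustment. Between 4.92% and 5.24% of the unchanged genes had a p under 0.05. The simulation drew genes independently, with the same dispersion for every gene of a table. It held no outlying blastocyst and no difference between replicate numbers. These shares therefore check the code and do not tell what share of real changes would pass in these data. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. GO terms, KEGG enrichment, MAPK and ErbB signaling, lipid staining, respiration and cell growth were not analysed here.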

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

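The comparisons between the 2 blastocyst tables were planned, but the tests of whether the glycolysis change lies in the 2-cell group alone, of library sizes behind the count of genes in cell2_LY, of library sizes behind the differences between LY10 and the second table, and of the glycolysis and inflammatory differences between LY10 and cell2_LY were chosen after the result was seen.

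With the same LY_DMSO controls, the effect of LY on glycolysis genes differed between a start at the 16-cell and a start at the 2-cell stage, with a median log2 difference of 1.05. Glycolysis was higher in cell16_LY than in LY_DMSO (adjusted p = 0.00288 from camera), but not under fry (0.121) or without LY_DMSO replicate 1 (0.0751 from camera), and 6 of its 16 genes were lower, so a change in the 2-cell group alone stays open. For the difference itself, the largest adjusted p was 0.00514 with each of the 4 libraries left out, 0.000371 under other library sizes (TMM factors, quantile normalization and the reads on genes) and 1.66e-05 after thinning to equal depth, so these do not account for the difference alone. A link of glycolysis to HIF-1 target levels from blastocyst to blastocyst cannot be told apart from chance. Its Pearson correlation over the 6 blastocysts of the first table was -0.589 (exact permutation p = 0.226) with a Spearman correlation of -0.543 (exact p = 0.297). In the second table the Pearson correlation was 0.748 (exact p = 0.0764) and 0.133 without the 2 farthest blastocysts. The start of treatment stays open as a hypothesis, found and tested on the same blastocysts.

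LY10 against DMSO and cell2_LY against LY_DMSO both start LY at the 2-cell stage, but their effects moved apart. The experiments come from separate tables, and no dose is stated for cell2_LY beyond the 10 μM of the methods, so experiment, dose and culture cannot be separated. The median log2 difference of the effects was 1.49 for the TCA cycle (adjusted p = 1.10e-05 from camera), -0.90 for p53 targets (0.000919), 0.98 for glycolysis (0.00475) and -1.92 for inflammatory cytokines (0.00163). Under fry the glycolysis and TCA cycle differences held (0.0251 for both) and those of p53 targets (0.0510) and inflammatory cytokines (0.0676) did not. Neither glycolysis nor the TCA cycle held under fry without LY10 replicate 3 (0.0593 for both), while both held without any other LY10 or DMSO library. This does not make LY10 replicate 3 the only weak point. Leaving out a cell2_LY or LY_DMSO library leaves a lone blastocyst in its group, so the fry calls are not shown to hold there. In those fits the lowest median difference was 0.84 for glycolysis (without cell2_LY replicate 1) and 1.18 for the TCA cycle (without LY_DMSO replicate 1). The p53 difference held under fry after quantile normalization (0.0372) and with the reads on genes (0.00894), but not with TMM factors (0.0546). Inflammatory cytokines held with the reads on genes (0.0415), but not after quantile normalization (0.0739). The list p below are from camera. The difference had an adjusted p under 0.05 in 572 genes by limma, but this count rests on single libraries. It was 80 without DMSO replicate 1, 132 without DMSO replicate 2, 1290 without DMSO replicate 3, 174 without LY10 replicate 1, 2 without cell2_LY replicate 1, 1 without LY_DMSO replicate 2, and 0 without LY10 replicate 2, LY10 replicate 3 or LY_DMSO replicate 1. The p53 median was -1.38 without cell2_LY replicate 1 and -0.59 without LY_DMSO replicate 1. With each of the 10 libraries left out, the largest adjusted p was 0.000162 for the TCA cycle (without LY_DMSO replicate 1) and 0.0213 for both p53 targets and glycolysis (without cell2_LY replicate 2). For inflammatory cytokines it was 0.0501, without LY_DMSO replicate 1, so that library may carry the difference there. Under TMM factors, quantile normalization and the reads on genes as library size the largest adjusted p was 6.87e-05 for the TCA cycle, 0.000843 for p53 targets, 0.0154 for glycolysis and 0.00344 for inflammatory cytokines. After thinning it was 6.23e-06, 0.000688, 0.00372 and 0.00179 in the same order. These argue against library size or depth as the whole cause of these differences.

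The effect on p53 targets also differed between LY10 and cell16_LY, with a median log2 difference of -0.80 (adjusted p = 0.00642 from camera, 0.0872 from fry). The largest adjusted p with a library left out was 0.0478, without DMSO replicate 3, where the median was -0.98. The median was -1.22 without LY10 replicate 1 and -0.45 without LY_DMSO replicate 1 (adjusted p = 0.0472). The largest adjusted p under these library sizes was 0.00597, and it was 0.00765 after thinning. The difference in glycolysis was -0.22 (adjusted p = 0.890).

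The paper does not report cell2_LY against LY_DMSO, where 2476 genes passed the paper's threshold, 1265 higher and 1211 lower, against 758 in cell16_LY against LY_DMSO. The higher genes became 698 without cell2_LY replicate 1, and the lower genes 1878 without cell2_LY replicate 2. Adjusted p under 0.05 was reached by 2 genes by limma, PRPH (log2 fold change 3.85) and MYBPC3 (3.63), and by 0 genes by voom, with 3406 genes at an unadjusted p under 0.05. This count was 0 without cell2_LY replicate 1, 875 without cell2_LY replicate 2, 60 without LY_DMSO replicate 1 and 1 without LY_DMSO replicate 2. With each library left out the genes past the threshold were 1576 to 3404, against 350 to 1362 in cell16_LY. They were 2468 after thinning and at least 2239 under TMM factors and quantile normalization, against 746 to 768 in cell16_LY under these scalings. Lower genes made up 48.9% of these under the authors' scaling and 26.8% with the reads on genes as library size. The TCA cycle was lower (median -0.74, adjusted p = 0.00487 from camera), with 16 of 21 genes lower, 6 past the paper's threshold and 8 with a p under 0.05 when adjusted over the list alone. p53 targets were higher (0.52, adjusted p = 0.00487), with 22 of 26 genes higher and 3 adjusted over the list alone. Neither held under fry (0.128 for both). The TCA cycle median was -0.48 without cell2_LY replicate 1 and its adjusted p was 0.0942 without LY_DMSO replicate 1, and the p53 median was 0.88 without cell2_LY replicate 1, 0.06 (0.382) without cell2_LY replicate 2 and 0.38 (0.0942) without LY_DMSO replicate 1. Glycolysis had a median of -0.51 (0.121), with 4 genes past the threshold and 1 adjusted over the list alone. Inflammatory cytokines had a median of 0.15, a mean of -0.16 and a test pointing down (0.903), so these differ in sign. By smallest p the genes were PRPH, MYBPC3 and an unnamed gene model on chromosome 3 from 58791764 to 58792858 (4.07) among the higher, and GFPT2 (-3.41), LOC514189 (-1.90) and SLC39A10 (-2.20) among the lower. The replicates did not overlap for 7809 (53.7%) of the tested genes, where chance gives 1 in 3.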

How the results depend on the processing

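Of 2036 values under alternative settings, for 127 results, list values were the same in 386 cases, past their threshold only under the alternative in 13, no longer past it in 17 and of opposite sign in 13. Gene counts stayed within 1.5 times in 189 cases and not in 66. Log2(FPKM + 1), voom, the reads on genes as library size and the pair of Figure S1E were chosen after seeing the data. The edgeR and DESeq2 alternatives were not run, by a rule that keeps count tests to tables of counts, although the recovered reads would have allowed them. Where a setting changed a result the cause was not tested, unless fewer genes or samples were tested.

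Without a filter, LY10 against DMSO had 2123 lower genes and 30 with an adjusted p under 0.05, and p53 targets were at -0.59 (adjusted p = 0.0781 from camera). There were 541 lower genes in cell16_LY against LY_DMSO, 0 adjusted in cell2_LY against LY_DMSO, and 72 higher and 86 lower genes in bESC. With a mean of at least 50 and fewer genes tested, LY10 against DMSO had 607 lower genes, 0 adjusted (2517 at an unadjusted p under 0.05) and HOX genes at -1.01, too few for a list test. The same filter left 186 lower genes in cell16_LY against LY_DMSO, and 1 higher and 1 lower gene in bESC. Log2(FPKM + 1) gave 583 higher genes in LY10 against DMSO, 263 in cell16_LY against LY_DMSO and 720 in cell2_LY against LY_DMSO, where 0 passed adjustment. It also gave 418 lower genes in cell16_LY against cell2_LY, and 10 higher and 12 lower in bESC.

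Under quantile normalization HOX genes were at -0.72 (0.157), HIF-1 targets in cell16_LY against cell2_LY at -0.0131 (0.586) and the TCA cycle in cell2_LY against LY_DMSO at -0.38 (0.122). With the reads on genes as library size, cell16_LY against cell2_LY had 421 higher and 1261 lower genes, HIF-1 targets at -0.10 (0.386) and the Notch pathway at -0.84 (0.0369), and cell2_LY against LY_DMSO had 674 lower genes. Sample weights gave 1551 genes adjusted in LY10 against DMSO, 3 in cell16_LY against LY_DMSO and 0 in cell2_LY against LY_DMSO, with p53 targets in LY10 at -0.57 (0.0972) and the Notch pathway at -0.51 (0.0432). Voom gave 0 genes adjusted in LY10 against DMSO and in cell2_LY against LY_DMSO, and USP9Y at -0.41. Leaving out X and Y genes gave 4 adjusted genes in LY10 against DMSO and 2 in cell16_LY against LY_DMSO. A fit of the 2 groups alone gave antigen presentation 0.0591 (0.625) and 0 adjusted genes in cell2_LY against LY_DMSO. The pair of Figure S1E, with fewer samples, gave 2047 lower genes, 534 adjusted, HOX genes at -1.16 (0.0813) and p53 targets at -0.52 (0.583). Unit variance lowered PC1 to 41.5%, and the Spearman correlation between the experiments was -0.0410.

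No label or text pairs the replicates, and the replicate numbers were tried as a block. The correlation over genes of same-numbered deviations from the group mean was -0.117, 0.168 and -0.0997 in LY10 and DMSO, -0.232 in cell16_LY and LY_DMSO, -0.133 in cell16_LY and cell2_LY, 0.121 in cell2_LY and LY_DMSO, and 0.789 in bESC. With the block, 4 genes were adjusted in LY10 against DMSO, 7 in cell16_LY against LY_DMSO and 116 in bESC, where 69 genes were higher and 77 lower. The p53 targets in LY10 were at -0.58 (0.0652).

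Each library was left out in turn, which in groups of 2 leaves a lone sample that is assumed to vary like the other groups. In LY10 against DMSO this gave 666 to 1348 higher and 661 to 2101 lower genes, 0 to 1963 adjusted, HOX genes from -1.41 to -0.51, p53 targets from -0.69 to -0.41, USP9Y from -3.17 to 3.2 and PC1 from 40.9% to 62.0%. In cell16_LY against LY_DMSO it gave 176 to 811 higher and 174 to 551 lower genes, 0 to 7 adjusted, glycolysis from 0.24 to 0.56, HIF-1 targets from 0.0698 to 0.57, antigen presentation from -0.28 to 0.32 and retinoid metabolism from -1.09 to -0.43. In cell16_LY against cell2_LY it gave 408 to 1626 higher and 386 to 1284 lower genes, the Notch pathway from -0.94 to -0.50, the Wnt pathway from -0.61 to 0.0568, and 684 to 978 genes detected in cell16_LY only. In cell2_LY against LY_DMSO it gave 698 to 1563 higher and 853 to 1878 lower genes, 0 to 875 adjusted, the TCA cycle from -0.97 to -0.48, p53 targets from 0.0631 to 0.88 and inflammatory cytokines from -1.01 to 0.90. In bESC it gave 4 to 30 higher and 5 to 32 lower genes, glycolysis from -0.58 to 0.47, oxidative phosphorylation of the mitochondrial genome from -0.22 to 0.35 and of nuclear genes from -0.20 to 0.20. The correlation of the LY effect between the experiments ran from -0.155 to 0.178.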

Differences from the paper's values

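All comparisons below were planned, and the settings tried against the paper's values were set before the data were examined unless stated.

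In cell16_LY against LY_DMSO the paper gives 109 upregulated and 89 downregulated genes, and the values here are 472 higher and 286 lower. No setting of those tried comes within 1.5 times of either count of the paper, the closest being 176 and 174 without cell16_LY replicate 1. Figure 3a shows about 490 downregulated genes, read by eye, against 286 here. Without a filter (541), with sample weights (349), with the 2 groups fitted alone (357) and without LY_DMSO replicate 1 (551) the count is within 1.5 times of the figure, and under the other settings set in advance it is not. In the authors' deposited DESeq2 comparison, 109 genes are higher and 89 lower at an adjusted p under 0.05 and an absolute log2 fold change above 1, and 537 are higher and 494 lower at an unadjusted p under 0.05.

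For HIF-1 targets and p53 targets in cell16_LY against LY_DMSO the paper states that the pathways are enriched among upregulated genes, and the list tests here gave a median of 0.34 (adjusted p = 0.124 from camera) and 0.27 (0.213). For antigen presentation it states enrichment among downregulated genes, and the median here was -0.17 (0.859). For HIF-1 targets, the test was past 0.05 without cell16_LY replicate 2. For the pentose phosphate pathway and Wnt in cell16_LY against cell2_LY the tests were at 0.38 (0.295) and -0.16 (0.295), and fry called the former (0.0201). Enrichment among called genes and a test of the whole list are different measures. The HIF-1 list here also leaves out the glycolysis genes TPI1, PGK1 and LDHA, so it does not test the paper's pathway as a whole. IYD, which the paper shows among the top genes of Figure 4f, overlapped between the groups (-3.94, adjusted p = 0.486 from limma). That figure shows more replicates per group than the 2 available here, so the difference may come from the samples. Figure 2c places USP9Y far to the side of higher genes, whereas its log2 fold change here is 0.03, and the pair of Figure S1E, chosen after seeing the data, raises it to 4.80. GZMA and LGALS9 were not tested here, since they were under the minimum mean. MEF2B had an unadjusted p of 0.0208, in the direction that the paper gives.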

Other observations

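The bESC batch test, the count of genes lower in both experiments, the test of both sexes in 1 library and the test of SEM1 reads were chosen after the result was seen, as were the values of LOC538435 and ARGFX, and of DUXA in cell16_LY, in the other experiment, and the other tests before.

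In LY10 against DMSO, the other 9 splits of the 6 blastocysts into 3 and 3 gave between 94 and 1121 genes past the paper's threshold. The real split gave the most higher and the most lower genes (1 of 10 splits as large, for each), and so did the cell cycle, aminoacyl-tRNA synthetases, branched-chain amino acid degradation and inflammatory cytokine results (1 of 10 each). The count of adjusted genes and the TCA cycle were reached by 2 of 10 splits, glycolysis and p53 targets by 3, HOX genes by 4 and the correlation with the other experiment by 7. With 10 splits chance cannot be excluded for any of these results.

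The 2 experiments that start LY at the 2-cell stage had a correlation of log2 fold changes of 0.0442 over 12763 genes. Of 1759 genes past the threshold in LY10, 824 (46.8%) had the same sign in cell2_LY. With cell16_LY the correlation was -0.0797 and 640 (36.4%) had the same sign. These comparisons share no library with LY10 against DMSO, but cell2_LY and cell16_LY share controls, so they are not independent of each other.

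DUXA was read in each DMSO blastocyst (191, 609 and 703 normalized counts) and in no LY10 blastocyst. In the other experiment it was 318 and 44.4 in LY_DMSO, 27.3 and 1.0 in cell2_LY, and 0 and 0 in cell16_LY, at least 117-fold lower in cell16_LY. An effect of LY from the 2-cell stage needs both cell2_LY values under both LY_DMSO values. DUXA met this, but its nearest values were 44.4 and 27.3, with an adjusted p = 0.160 from limma in cell2_LY against LY_DMSO. LOC538435 moved likewise, with 165 and 814 in LY_DMSO, 31.7 and 72.0 in cell2_LY, and 16.7 and 7.0 in cell16_LY. Its adjusted p in cell2_LY against LY_DMSO was 0.100 from limma. ARGFX was 600, 514 and 33.9 in DMSO, 17.7, 13.4 and 32.4 in LY10, 104 and 336 in LY_DMSO, 60.1 and 8.88 in cell2_LY, and 8.37 and 68.8 in cell16_LY, so DMSO replicate 3 was near the highest LY10 value. For DUXA and LOC538435 a candidate explanation is that LY lowers their transcription or speeds development past their expression, which was not tested. A subset of genes lower in every LY10 than in every DMSO blastocyst, 720 in number, was followed in the other experiment. It is not all such genes, since 4010 tested genes did not overlap in either direction, against 720 lower and 779 higher genes followed. Of the 720, 42 (5.83%) were also lower in every LY than in both LY_DMSO blastocysts. As many were given by 7 of 15 choices of controls, so chance may give this count. The smallest one-sided exact p for such a gene is 0.0667.

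DMSO replicate 3 lay apart from DMSO replicates 1 and 2. Its higher Spearman correlation with them was 0.898 with X and Y genes left out (0.920 between DMSO replicates 1 and 2) and 0.882 after thinning (0.917 between them), so embryo sex and depth alone are argued against. The median position of DMSO replicate 3 between LY10 (0) and the other DMSO blastocysts (1) was 0.345, while LY10 blastocysts lay between -0.00154 and 0.169 and DMSO replicates 1 and 2 at 0.831 and 1.15 (references added after the value was seen). DUXA (703), LOC538435 (3252) and TAGLN (140) were far above their highest values in LY10 (0, 89.8 and 1.34), which goes against an LY10 blastocyst under a DMSO label. These genes were picked with DMSO replicate 3 counted as DMSO, and a sample from outside both groups stays open. The cumulus list level was 6.25, the highest, against 5.52 and 5.45 in DMSO replicates 1 and 2 and 3.97 to 5.01 in LY10, as left-on cumulus cells would give. VIM (305), LUM (1757) and CYP11A1 (740) were high but COL1A1 (5.47), COL3A1 (6.56), HAS2 (3.28), PTX3 (4.38) and TNFAIP6 (1.09) were near the floor, so cumulus cells cannot be told apart from expression by the blastocyst. Of the 18 genes of the list, 12 passed the minimum mean over the 6 blastocysts and 9 over the blastocysts of the other table, so these are read in blastocysts too.

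More genes were lower than higher in LY10. After thinning to equal depth 1198 were lower and 896 higher, which argues against depth. Under TMM factors and quantile normalization at most 49.6% were lower, but with the reads on genes as library size 57.4% were. Under the authors' library sizes the share was 45.0% at a mean of at least 50. It was 49.7% without DMSO replicate 1 and 49.8% without DMSO replicate 2, but 60.9% without DMSO replicate 3. The authors' library sizes may account for the excess, but weakly read genes or single DMSO blastocysts cannot be told apart from them. Maternal oocyte genes had an adjusted p of 0.572 and epiblast markers of 0.0832, so a difference in developmental stage or in the share of the inner cell mass or hypoblast cannot be told apart from an effect of LY.

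The marker lists gave these medians, with the adjusted p from camera. In LY10 against DMSO they were 0.26 for trophectoderm (0.586), 1.08 for epiblast (0.0832), 0.88 for hypoblast (0.3), -0.70 for maternal oocyte (0.572), -1.27 for cumulus (0.0859) and 0.68 for DNA replication (1.22e-06, fry 0.0910). In cell16_LY against LY_DMSO they were 0.51 (0.00205, fry 0.0449), -0.61 (0.0450, fry 0.205), -0.26 (0.602), -0.81 (0.0195, fry 0.0610), 0.35 with a test pointing down (0.894) and -0.29 (0.00205, fry 0.0412). In cell16_LY against cell2_LY they were -0.31, -0.30, -0.26, 0.00 and -0.40, and 0.29 for DNA replication, with an adjusted p of 0.802 for maternal oocyte and 0.535 for the rest. In cell2_LY against LY_DMSO they were 0.79 (0.000692, fry 0.0201), 0.02 with a mean of -0.43 (0.648), 0.06 (0.712), -1.0 (0.387, fry 0.0357), 1.2 (0.484) and -0.68 (0.000692, fry 0.00697). The maternal oocyte list there had 4 tested genes, and camera and fry disagreed on it. No gene of these lists was past adjustment over all tested genes by limma. Only the aminoacyl-tRNA synthetase, branched-chain amino acid and inflammatory calls in LY10 and the glycolysis call in cell16_LY against cell2_LY held under fry among the lists of the passages.

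RARG, the target of LY, had 1 read over the 6 LY10 and DMSO blastocysts, 11 over the 6 of the other table and 5293 over the 4 bESC libraries. The highest limit that 0 reads allow in a blastocyst library was 4.09 normalized counts, where the median expressed gene had 140, so too few reads in total are argued against. RARB had 1092 reads and RARA 62 over the LY10 and DMSO blastocysts, and RARB had a log2 fold change of -0.56 (adjusted p = 0.564 from limma). In the other table, chosen after the values were seen, RARB was 195 and 307 normalized counts in LY_DMSO, 21.8 and 39.5 in cell2_LY (log2 fold change -3.01, adjusted p = 0.0711 from limma) and 162 and 128 in cell16_LY (-0.76, adjusted p = 0.751). Expression of RARG earlier in development was not tested.

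In the bESC, same-numbered libraries were closer than libraries of the same treatment, with a correlation of deviations of 0.789, as a shared batch, passage or cell line would give. PC1 held 80.3% of the variance after thinning, which argues against depth. The table holds 0 Y-linked genes and XIST, so cell lines of different sex cannot be told apart. SEM1 and ENSBTAG00000034496 moved opposite ways, with 1540 and 1650 reads in bESC_tifx replicate 2, 2191 and 975 in bESC_LY replicate 2, 558 and 2003 in bESC_tifx replicate 3, and 2165 and 676 in bESC_LY replicate 3. The log2 difference of their sum was 0.0875, which is consistent with reads shared between 2 copies.

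Y-linked genes and XIST were both read in cell2_LY replicate 1 (3196 and 3133 normalized counts) and LY_DMSO replicate 1 (3349.6 and 2438), and at a lower XIST level in cell16_LY replicate 2 (2933 and 372). RNA of embryos of both sexes in 1 library may give this, but a male that reads XIST is not excluded. Of the other blastocysts, DMSO replicate 3, LY10 replicate 1 and cell2_LY replicate 2 had Y-linked reads, with XIST at 25.2, 101 and 47.3.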
